# Evaluating the mouse neural precursor line, SN4741, as a suitable proxy for midbrain dopaminergic neurons

**DOI:** 10.21203/rs.3.rs-2520557/v1

**Published:** 2023-02-16

**Authors:** Rachel J. Boyd, Sarah A. McClymont, Nelson B. Barrientos, Paul W. Hook, William D. Law, Rebecca J. Rose, Eric L. Waite, Jay Rathinavelu, Dimitrios Avramopoulos, Andrew S. McCallion

**Keywords:** Parkinson disease, mouse-derived cell lines, immortalized cell lines, chromatin accessibility, RNA-seq, ATAC-seq, scRNA-seq, genomic characterization, disease-relevant model systems

## Abstract

To overcome the ethical and technical limitations of *in vivo* human disease models, the broader scientific community frequently employs model organism-derived cell lines to investigate of disease mechanisms, pathways, and therapeutic strategies. Despite the widespread use of certain *in vitro* models, many still lack contemporary genomic analysis supporting their use as a proxy for the affected human cells and tissues. Consequently, it is imperative to determine how accurately and effectively any proposed biological surrogate may reflect the biological processes it is assumed to model. One such cellular surrogate of human disease is the established mouse neural precursor cell line, SN4741, which has been used to elucidate mechanisms of neurotoxicity in Parkinson disease for over 25 years. Here, we are using a combination of classic and contemporary genomic techniques - karyotyping, RT-qPCR, single cell RNA-seq, bulk RNA-seq, and ATAC-seq - to characterize the transcriptional landscape, chromatin landscape, and genomic architecture of this cell line, and evaluate its suitability as a proxy for midbrain dopaminergic neurons in the study of Parkinson disease. We find that SN4741 cells possess an unstable triploidy and consistently exhibits low expression of dopaminergic neuron markers across assays, even when the cell line is shifted to the non-permissive temperature that drives differentiation. The transcriptional signatures of SN4741 cells suggest that they are maintained in an undifferentiated state at the permissive temperature and differentiate into immature neurons at the non-permissive temperature; however, they may not be dopaminergic neuron precursors, as previously suggested. Additionally, the chromatin landscapes of SN4741 cells, in both the differentiated and undifferentiated states, are not concordant with the open chromatin profiles of *ex vivo*, mouse E15.5 forebrain- or midbrain-derived dopaminergic neurons. Overall, our data suggest that SN4741 cells may reflect early aspects of neuronal differentiation but are likely not a suitable a proxy for dopaminergic neurons as previously thought. The implications of this study extend broadly, illuminating the need for robust biological and genomic rationale underpinning the use of *in vitro* models of molecular processes.

## Background

*in vitro* cellular surrogates present an excellent opportunity for elucidating the molecular mechanisms behind human disease without the ethical and technical limitations of *in vivo* systems. As such, most studies of human disease that employ genomic or cellular manipulations or assays that require high cell quantity and quality, are often conducted *in vitro* to ensure biological and statistical robustness[1–3]. For example, *in vitro* models are frequently employed in studies of the role of genomic regulation in human disease, identification of candidate genes and regulatory elements and evaluation of their functional characteristics through genetic manipulations and high-throughput assays[4–7]. As genome-wide association studies (GWASs) continue to indict human disease-associated variants, it is becoming evident that most of them lie within non-coding regions of the genome[8]. Such regions frequently represent cis-regulatory elements (CREs), required for the transcriptional modulation of cognate genes. The assays required to evaluate their function[4,9,10], or connect CREs with the promoters they modulate[11], often require large cell numbers, making, *in vitro* cellular systems the preferred strategy.

Prioritizing non-coding GWAS variants and disease-relevant sequences for extensive investigation requires knowledge of their chromatin accessibility status. Open chromatin is prone to harbor functional sequences; and since chromatin accessibility profiles vary across cell types and developmental time, it is important to prioritize disease-associated variants that lie within open chromatin regions in the disease-relevant cell type(s) [8,12,13]. It is also critical to functionally evaluate the biological consequences of disease-associated variation, test the efficacy of potential therapeutics, and observe the effects of disease-relevant insults in the appropriate cellular context[8,14,15]. Therefore, when studying disease associated variation, the most effective *in vitro* cellular surrogates should ideally mimic the chromatin architecture and transcriptional profiles of the *in vivo* cell types affected by disease.

In Parkinson disease (PD), midbrain (MB) dopaminergic (DA) neurons in the substantia nigra (SN) are the primary affected cell type[16]. Preferential degeneration of these neurons elicits a progressive neurodegenerative disorder characterized by motor deficits[16]. As the second most common neurodegenerative disorder, affecting approximately 1% of adults over 70 years old[17,18], PD is the focus of extensive research efforts. As such, various cell lines have been used as *in vitro* proxies of MB DA neurons to study the cellular impacts of PD-relevant insults, as well as candidate PD-associated sequences, their functions, and their potential as therapeutic targets[19].

One such cell line, SN4741, is reported to be a clonal DA neuronal progenitor line that was established in 1999 from mouse embryonic day 13.5 (E13.5) SN tissue[20]. The SN was dissected from transgenic mice containing 9.0 kb of the 5’ promoter region of tyrosine hydroxylase (*TH*), fused to the temperature-sensitive mutant Simian Virus 40 T antigen (SV40Tag-tsA58) oncogene[20]. The goal of this *TH* promoter transgene was to enable selective acquisition of DA neurons, while the purpose of the SV40Tag oncogene was to facilitate conditional immortalization of the cell line. The temperature sensitive mutant form of this immortalizing gene (tsA58) should permit uncontrolled differentiation and proliferation at the permissive temperature (33°C), maintain cells in an undifferentiated state at 37°C, and since tsA58 displays diminished activity at 39°C, it should direct differentiation that more closely resembles primary cells when the culture is shifted to this non-permissive temperature[20].

As an established mouse neural precursor line, SN4741 cells have since been used to elucidate mechanisms of neurotoxicity in PD[21–25], test the efficacy of therapeutic targets against PD relevant insults[26,27], and assay the impacts of PD-associated genetic mutation[28,29] and transcriptional regulation[30–32]. Important technological advances have also arisen since the genesis and implementation of the SN4741 cell line, including chromatin conformation capture technologies[11,33,34], RNA-sequencing (RNA-seq)[35], and assay for transposase-accessible chromatin using sequencing (ATAC-seq)[36]. In this study, we exploit these modern approaches to assess the suitability of SN4741 as an *in vitro* proxy for DA neurons and determine the extent to which this cell line is appropriate for prioritizing and investigating the mechanisms by which PD-associated variation confers disease risk.

Through a combination of karyotyping, single-cell (sc)RNA-seq, and RT-qPCR, we evaluate the genomic integrity of this immortalized cell line, determine how the transcriptional profile and expression of DA neuron marker genes in this line changes between undifferentiated (37°C) and differentiated (39°C) states, and evaluate whether these transcriptional changes are consistent throughout the differentiation process. The data we collect suggests that while these cells show evidence that they are exiting a proliferative state and entering a more differentiated state, they are an unsuitable model of SN DA neurons, as they possess aneuploidy and structural abnormalities, as well as consistently low expression of DA neuron markers upon differentiation. We employ bulk RNA-seq to quantify transcriptional differences between differentiated and undifferentiated SN4741 cells and determine that, while transcriptional profiles change to reflect differentiation, they do not show strong evidence that these cells are entering a DA state. We then compare chromatin accessibility profiles of undifferentiated and differentiated SN4741 cells with those of *ex vivo* mouse E15.5 midbrain (MB) and forebrain (FB) neurons and determine that the chromatin accessibility profiles of SN4741 cells do not reflect the cellular population from which they were derived. Collectively, cytogenetic, chromatin, and transcriptional data suggest that the SN4741 cell line is not as strong a cellular surrogate for DA neurons as previously thought. Ultimately, this work underscores the importance of leveraging technological advances in genomic and cellular analyses to evaluate, and re-evaluate, the suitability of established model systems in disease biology.

## Results

### SN4741 is an Unstable Polyploid Cell Line:

G-band karyotyping was performed on 20 SN4741 metaphase spreads and a representative karyogram (Figure 1A) was generated. The karyotype was interpreted as an abnormal, polyploid, karyotype with complex numerical abnormalities and unbalanced, structural abnormalities. While most, but not all, abnormalities were consistently present in these cells; none of the 20 cells assessed had the same chromosome complement, and no normal cells were observed. All cells possessed at least one copy of each mouse autosome (1 through 19) and female sex chromosomes; however, most chromosomes were triploid in each cell (Figure 1B). These karyotypic abnormalities already call into question the viability of these cells as a surrogate for human neurodegenerative disease. Since these cells are genetically unstable, there may be large experimental batch effects as the cell populations shift across divisions. Furthermore, gene dosage effects that severely deviate from normal copy number in DA neurons may lead to confounding and unreliable results.

### Undifferentiated and Differentiated SN4741 Cells Express Similar Levels of Dopaminergic Neuron Marker Genes by RT-qPCR:

Preliminary expression analysis by RT-qPCR confirmed expression of a variety of DA neuron markers: forkhead box A2 *(Foxa2)*, nuclear receptor subfamily 4 group A, member 2 *(Nr4a2)*, solute carrier family 6 member 3 *(Slc6a3)*, and tyrosine hydroxylase *(Th)*. Compared to the expression of these markers in the undifferentiated SN4741 cell culture (37°C), relative expression of all markers remained at similar levels when the cells were shifted to the higher temperature condition (39°C), except for an increase in *Th* expression (Figure 1C). While elevated *Th* has been used as a marker of differentiation into DA neurons in previous work with SN4741 cells[20,37,38], an increase in *Th* expression is not exclusively associated with DA neurons. *Th* is a marker for all catecholaminergic neurons (dopaminergic and adrenergic)[39], and evidence suggests that *Th* expression is transient in other neurons throughout embryonic development[40–42]. These results indicate that at the non-permissive temperature, SN4741 cells may not be fully differentiating into DA neuron progenitors.

### scRNA-seq Reveals that SN4741 Cells Differentiate at the Non-Permissive Temperature, but Lack Expression of DA Neuron Marker Genes:

To assess the consistency of the differentiation protocol, transcriptomes were generated from ≥17,000 cells across four replicates cultured at the permissive temperature (37°C) and four replicates cultured at the non-permissive temperature (39°C). Analysis of the single-cell transcriptomes reveal that the cells cluster by growth temperature (Figure 1D). This separation of cells by temperature is accompanied by changes to the cell cycle, with cells at the permissive (37°C) temperature mostly in either G2M or S phase, while cells at the non-permissive temperature (39°C) are mostly in G1 phase (Figure 1E), indicating that they may be differentiated. In expression analysis, markers of proliferation that are expressed in G2M phase, like Marker of Proliferation Ki-67 (*Mki67*), are predominantly expressed in cells at the permissive temperature (Figure 1F), corroborating the cell cycle analysis. When shifted to the non-permissive temperature, SN4741 cells appear to robustly differentiate, exemplified by a decrease in the expression of Nestin (*Nes*), a neural stem cell marker (Figure 1F). Additional transcriptional changes at this non-permissive temperature include an increase in the expression of a neural marker CUGBP Elav-Like Family Member 5 *(Celf5)*[43], as well as genes that have been found to regulate neural stem cell self-renewal (Inhibitor of DNA Binding 2, *Id2*;High Mobility Group AT-Hook 2, *Hmga2)*[44,45], neurogenesis (Iroquois Homeobox 3, *Irx3)[*46], and arborization of neurons (Sodium Voltage-Gated Channel Beta Subunit 1, *Scn1b*)[47], indicating that these cells may be differentiating into neural precursor cells (Figure 1G). Furthermore, Cadherin 13 *(Cdh13)*, a modulator of GABAergic neurons, is significantly upregulated at this non-permissive temperature (Figure 1G), while the expression of a variety of DA neuron markers fail to be detected in either the permissive or non-permissive temperatures. Markers, including Aldehyde Dehydrogenase 1 Family Member A1 (*Aldh1a1), Foxa2*, LIM Homeobox Transcription Factor 1 Beta *(Lmx1b), Nr4a2*, Paired-like homeodomain 3 (*Pitx3), Slc6a3*, and *Th* have few to no reads assigned to them (Figure 1H). Collectively, these results suggest that while SN4741 cells are differentiating towards a neuronal fate when shifted to the nonpermissive temperature, they may not be entering a clear DA trajectory under these conditions.

### ATAC-seq Identifies Differential Open Chromatin Profiles in SN4741 Cells at the Permissive and Non-Permissive Temperatures:

To consider how chromatin accessibility changes between the two temperatures, we performed ATAC-seq on SN4741 cells in both the undifferentiated and differentiated states. Libraries were confirmed to be technically and biologically relevant (**Supplemental Figure 1**), and well correlated between replicates (**Supplemental Figure 2**; Figure 2A–B).

A total of 83,778 consensus open chromatin regions were identified, with 70% of peaks shared between the two temperatures (Figure 2C). Principal component analysis of these consensus regions suggests a clear separation in the chromatin state between the two temperatures (Figure 2D). To explore these differences, we performed differential accessibility analysis with DiffBind[48], to find a total of 5,055 differentially accessible regions: 2,654 enriched in the permissive temperature and 2,401 enriched at the non-permissive temperature (log_2_FC > 1, FDR < 0.05; Figure 2E).

Gene ontology of genes adjacent to differentially accessible regions largely recapitulate the scRNA-seq analysis; functions associated with regions preferentially open at the permissive temperature suggest the maintenance of the undifferentiated, cell-cycling state (Figure 2F). The gene ontology of genes adjacent to those regions preferentially accessible at the non-permissive temperature is less coherent and suggest cell differentiation towards several fates (blood vessels, cartilage, tooth), none of which are neuronal and, perhaps unsurprisingly, demonstrate evidence of response to temperature stress[49] (Figure 2G).

Overall, there is a shift in the chromatin accessibility between the two temperatures that indicate the cells transition from an undifferentiated to differentiated state as the cells move from the permissive to non-permissive temperature. The differences in chromatin accessibility further confirm that SN4741 cells are not differentiating towards a neuronal lineage.

### Comparison of chromatin accessibility in SN4741 cells fails to recapitulate the chromatin landscape of *ex vivo* mouse DA neurons:

To evaluate the potential relationship between SN4741 cells and DA neurons they are presumably modelling, we compared the chromatin accessibility between the SN4741 cells at both temperatures to previously generated *ex vivo* mouse embryonic DA neuron chromatin accessibility profiles (NCBI GEO: GSE122450;[50]).

Considering the consensus peak set of 165,334 regions generated from all *in vivo* and *ex vivo* samples and their normalized read counts, we observe a clear separation between the SN4741 cell culture model and the *ex vivo* DA neurons by correlation and principal component analysis (Figure 3A, B). Examining the raw overlap of peaks between the SN4741 cells and *ex vivo* neurons, just 12.5% (20,667) are present in all four cell types/conditions (Figure 3C). The chromatin profiles are largely exclusive between the SN4741 cell culture model and the *ex vivo* DA neurons: 41.3% (68,304) of regions are accessible solely in the *ex vivo* neuron populations and 40% (65,857) are exclusively accessible in the SN4741 cell culture models. There is little overlap between the *ex vivo* and cultured samples. In comparison of the *ex vivo* midbrain DA neurons to the non-permissive, differentiated temperature, only 183 peaks are restricted to these populations.

The chromatin profiles between *ex vivo* embryonic DA neurons and their prospective *in vitro* cell culture surrogate are virtually independent. They exhibit scant overlap in their global chromatin profiles and bear little resemblance to each other at regulatory regions of key DA neuron genes (Figure 3D). Neither the analysis of the SN4741 chromatin accessibility profiles in isolation or in comparison with *ex vivo* neurons would suggest these cells to be appropriate models of embryonic DA neurons.

### Transcriptional Changes in SN4741 Cells Indicate Differentiation from Pluripotent Stem Cells into Brain Cells that do not Fully Resemble MB DA Neurons:

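SN4741 has been reported as a clonal line from embryonic mouse substantia nigra. It was immortalized with a temperature-sensitive SV40 T antigen whose activity diminishes at 39°C, the non-permissive temperature. Poly-A RNA was sequenced from 4 replicates at 37°C in medium with 10% fetal bovine serum and from 4 replicates kept at 39°C for 48 hours in 0.5% serum, so temperature and serum changed together. The authors aligned read pairs to mm10 (GRCm38) and counted them on the exons of each GENCODE gene with featureCounts. Only pairs with both ends mapped and primary alignments were counted, and the strand was not used. A primary alignment of a read that maps to several places was kept, which leaves the counts of close paralogs uncertain. Values were deposited as raw counts per gene and library, without normalization. The libraries held between 57769924 and 167241485 read pairs counted on genes, with a median of 79631529 at 37°C and 121149394 at 39°C. The paper's filter, an average of at least 1 read per sample, left 24772 of 55385 genes. Counts were normalized for library size by edgeR's TMM method, and expression is given as counts scaled to the library size (CPM), with the mean ± SD over the replicates (n = 4 at each temperature). Differential expression (DE) was tested with edgeR's quasi-likelihood test, with adjusted p-values from the Benjamini-Hochberg method over all genes tested. A gene was called at the paper's thresholds, an adjusted p-value under 0.01 and a log2 fold change (FC) past 1.5 in either direction, with 37°C as the reference. The replicate numbers were not taken as pairs. After subtracting each temperature's mean, libraries with the same number correlated between −0.05 and 0.10 across 12989 genes, which are not independent replicates.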

Bulk RNA-seq data were also generated for SN4741 cells, at both the permissive and non-permissive temperatures, to determine whether transcriptome changes reflect differentiation into DA neurons, or other neural cell types. To evaluate the RNA-seq libraries, quality-control measures were performed *in silico* **(Supplemental Figure 3)**. PCA **(Supplemental Figure 3B>)**, and sample-sample distances **(Supplemental Figure 3C**) reaffirmed that samples cultured at the same temperature are more like one-another than samples cultured at the alternate temperature.

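Counts of the genes past the filter were put through DESeq2's variance stabilizing transformation. The Euclidean distance between libraries from the same temperature was 29.0 to 45.1, with a mean of 36.5. Between the temperatures, the distance was 95.6 to 102, with a mean of 99.4. The mean distance between temperatures was 2.72 times the mean distance within them. No other division of the 8 libraries into 4 and 4 gave as large a ratio (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). On log2(CPM + 1) values in place of the transformed counts, the ratio was 6.17. Among the 500 most variable genes, the first principal component held 99.1% of the variance and the second 0.35%. Over all genes past the filter, the share of the first component was 81.4%.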

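At the paper's thresholds, 1010 genes were higher at 39°C and 1167 were lower. An adjusted p-value under 0.01 at any fold change was reached by 13659 of the genes tested (edgeR's quasi-likelihood test). The counts depend on the fold threshold. A test against the threshold itself (edgeR's glmTreat) called 328 genes higher and 407 lower, and a threshold of 1 in place of 1.5 called 2051 and 1916. With DESeq2's Wald test and apeglm shrinkage, which the paper's methods name, 733 genes were higher and 947 were lower. Many of the called genes were at low expression. Of those called higher, 616 (61%) had a mean under 1 CPM over both temperatures, as did 789 (67.6%) of those called lower and 47.6% of all genes tested. In 959 of the genes called higher, every library at 39°C lay above every library at 37°C, and in 1043 of those called lower every library at 39°C lay below. Genes called at these thresholds are selected for such a separation.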

We found that 735 genes were upregulated at the non-permissive temperature (adjusted p-value < 0.01 and log_2_ FC > 1.5), and 954 genes were downregulated (adjusted p-value < 0.01 and log_2_ FC< −1.5) at the non-permissive temperature. The list of genes significantly downregulated at the non-permissive temperature was submitted to Enrichr (https://maayanlab.doud/Enrichr/) [51–53] for gene ontology (GO) and analysis of cell type markers. Consistent with the observation that cells at the non-permissive temperature are differentiated and in G1 phase of the cell cycle, downregulated genes resulted in GO terms strongly enriched for mitotic and DNA replication processes (Figure 4A). Additionally, significantly downregulated genes at the non-permissive temperature overlap with subsets of PanglaoDB[54] cell type marker genes, suggesting that these cells are shifting away from a state that resembles neural stem cells (Figure 4B).

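Genes called lower at 39°C were compared with 893 Reactome pathways, over the 5271 tested genes that belong to any pathway, of which 287 were called lower. Mitotic Prometaphase held 40 of them among 99 genes, where 5.39 would fall by chance (Fisher's exact test, one-sided, adjusted p = 1.66e-22). Cell Cycle, Mitotic held 75 among 398 genes, against 21.7 by chance (adjusted p = 1e-20 from the same exact test). In all, 32 pathways passed an adjusted p-value of 0.05 among the genes called lower. Lists of cycling genes were tested over all their members, whether called or not, with limma's camera, with Benjamini-Hochberg adjustment over 14 lists. Camera took the genes of a list as nearly independent (a preset inter-gene correlation of 0.01). For genes that change together, its p-values here and below can be far too small. They do not measure the spread between replicates. Of the 43 S-phase genes of the Seurat package, 41 were lower at 39°C with an adjusted p-value under 0.01 in edgeR, with a median log2 FC of −1.38 (limma's camera, adjusted p = 4.35e-65). Of its 54 G2/M genes, 52 were lower, with a median log2 FC of −2.17 (limma's camera, adjusted p = 2.24e-166). The Reactome DNA replication pathway had a median of −0.65, with 87 of 99 genes lower (limma's camera, adjusted p = 8.88e-33). Few of its genes passed the fold threshold, and it was not over-represented among the genes called lower, with 7 of 98 against 5.34 by chance (adjusted p = 1 from Fisher's exact test). The smaller pathways of E2F mediated regulation of DNA replication (7 of 27 against 1.47 by chance, adjusted p = 0.0233) and G1/S-specific transcription (6 of 12 against 0.65, adjusted p = 0.00172) were over-represented in the same exact test. The shifts found with camera also passed the threshold with fry, a rotation test of whether the genes of a list change at all, while camera asks whether they change more than other genes. Mki67 (Ensembl gene ENSMUSG00000031004.8), a proliferation marker, lies on chromosome 7 from 135689784 to 135716361 on the reverse strand. It had 364 ± 22.4 CPM at 37°C and 32.6 ± 2.41 CPM at 39°C, a log2 FC of −3.48 (standard error 0.0457, adjusted p = 1.41e-24 from edgeR's quasi-likelihood test).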

Similarly, the list of significantly upregulated genes was submitted to Enrichr for GO and analysis of cell type markers. As expected, upregulated genes resulted in GO terms for biological processes that indicate a more terminally differentiated cell type (Figure 4C): “synaptic vesicle docking,” “negative regulation of osteoblast proliferation,” “lens fiber cell differentiation,” “regulation of osteoblast proliferation,” and “forebrain regionalization”. 

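Against the same Reactome background, 210 genes called higher at 39°C belonged to a pathway, and 17 pathways passed an adjusted p-value of 0.05. With calls from DESeq2, 5 pathways passed. The pathway with the smallest p-value was that of class A rhodopsin-like receptors, with 19 of 162 genes called higher against 6.45 by chance (Fisher's exact test, one-sided, adjusted p = 0.00179). It also passed among the genes called lower, with 22 genes against 8.82 by chance (adjusted p = 0.00467 from the same exact test), so it is not specific to the increase. DNA methylation, with 7 of 29 genes called higher (adjusted p = 0.00729 from the same exact test), also passed among the genes called lower, with 8 genes. Neuronal System, a pathway of synaptic transmission genes, held 12 of 182 against 7.25 by chance and did not pass (adjusted p = 0.619 from the same exact test). Over all its tested members, this pathway had a median log2 FC of 0.14, with 59 genes higher and 57 lower at an adjusted p-value under 0.01 in edgeR. Its shift did not pass the threshold with limma's camera (adjusted p = 0.443) and did with fry (adjusted p = 3.83e-06). Among its 102 members with a mean of at least 1 CPM, the median was −0.04, of the opposite sign.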

While not included in the top 10 terms by combined score ranking, “neuron remodeling,” “synaptic transmission, glutamatergic,” “neuron maturation,” and “synaptic transmission, cholinergic” were also identified as significantly associated terms. Notably, “synaptic transmission, dopaminergic” and “dopaminergic neuron differentiation” were also listed as insignificant terms (Figure 4C), as *Th* was the lone overlapping marker gene for these terms.

In line with GO terms enriched for biological processes involving differentiation, possibly in neuronal cells, overlapping PanglaoDB[54] cell type marker genes suggest that SN4741 cells at the non-permissive temperature most significantly resemble immature neurons (Figure 4D). “Oligodendrocytes,” “retinal progenitor cells,” “satellite glial cells,” “dopaminergic neurons,” “adrenergic neurons,” “GABAergic neurons,” and “glutamatergic neurons” were also listed as cell types with significant marker gene overlap.

The distribution of various cell type marker genes on a volcano plot, indicating the log_2_FC in expression and −log_10_ adjusted p-values of DE genes, reveals that the specific genes overlapping “pluripotent stem cell” markers (26/112), cluster as the most highly significantly downregulated genes (Figure 4E). In contrast, only two of the upregulated marker genes overlapping “immature neurons” (16/136, Figure 4F) and “oligodendrocytes” (17/178, Figure 4G) cluster in a similarly strong way. 

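All 26 genes labelled in Fig. 4E were lower at 39°C, with log2 FC between −3.94 and −1.47 and a median of −2.25. Of these, 25 passed both thresholds. Mad2l1 (log2 FC −1.47) lay inside the fold threshold and was called under 3 of 7 alternatives, DESeq2 without shrinkage, RLE size factors and edgeR's filterByExpr, at a log2 FC down to −1.51. Every library at 39°C lay below every library at 37°C for all 26 genes. By edgeR's p-value over all genes tested, they ranked between 4 and 902, with a median rank of 142.5. In DESeq2, the adjusted p-value of 24 of them was too small to be stored and was returned as 0, as it was for 688 genes in all, 398 lower and 290 higher. The p-value depends on the count as well as on the change, and these genes were well expressed, with 12.8 to 326 CPM at 37°C. Pif1 (Ensembl gene ENSMUSG00000041064.13), a DNA helicase gene on chromosome 9 from 65587160 to 65595967 on the forward strand, had the largest decrease of the 26. Expression of Pif1 was 43.5 ± 1.16 CPM at 37°C and 2.84 ± 0.238 CPM at 39°C, a log2 FC of −3.94 (standard error 0.0447, adjusted p = 1.43e-25 from edgeR's quasi-likelihood test). Of the 26 genes, 3 are in the S-phase list and 4 in the G2/M list of the Seurat package. These are short lists, of 43 and 54 tested genes, against 399 in the Reactome mitotic cell cycle pathway. A gene outside them may still be a cell cycle gene.

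**Figure D1:**
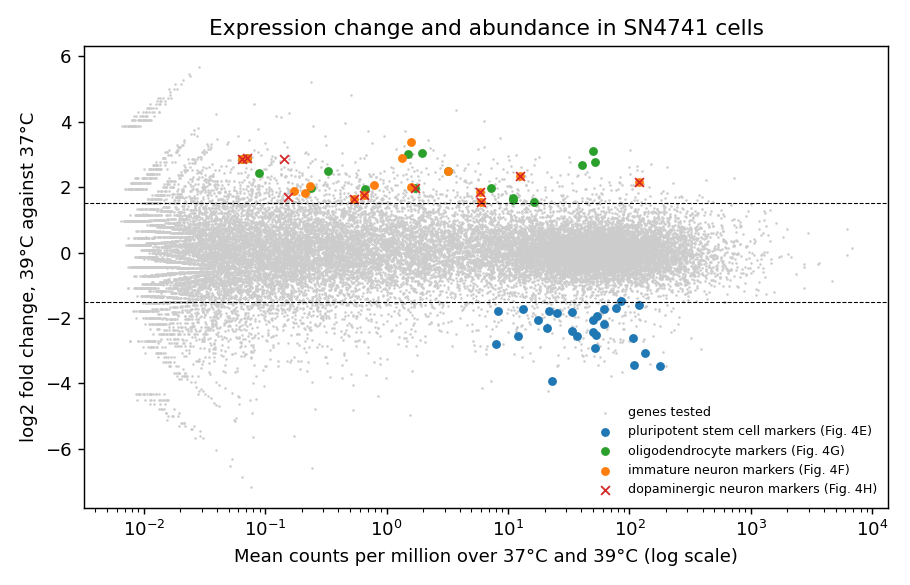
Log2 fold change at 39°C against 37°C (vertical axis) by mean CPM over both temperatures (horizontal axis, log scale) for all genes tested (grey) and the marker genes labelled in Fig. 4E to H (coloured), with dashed lines at the fold threshold of 1.5. The pluripotent stem cell markers lie between −3.94 and −1.47, and several of the markers that are higher at 39°C lie under 1 CPM.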

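All 16 genes labelled in Fig. 4F and all 17 in Fig. 4G were called higher at 39°C, and 3 genes were in both lists. The log2 FC of the immature neuron markers was 1.56 to 3.39, with a median of 2.05. That of the oligodendrocyte markers was 1.54 to 3.09, with a median of 2.49. For every gene in both lists, the libraries of the 2 temperatures did not overlap. Ranked by edgeR's p-value, the immature neuron markers had a median rank of 4738.5 and the oligodendrocyte markers 1982. An adjusted p-value returned as 0 by DESeq2 was found for 2 genes in each list, Celf5 and Dpysl5 among the immature neuron markers and Dusp15 and Sec14l5 among the oligodendrocyte markers. Expression was low for many of these genes, with a median at 39°C of 1.82 CPM for the immature neuron markers and 3.54 CPM for the oligodendrocyte markers. Both temperatures were under 1 CPM for 6 of the immature neuron markers and 5 of the oligodendrocyte markers. Leaving out 1 library put Tmem179 (log2 FC 1.496 without 37°C replicate 1) and Efnb3 (1.484 without the same library) inside the fold threshold. Cntn2 and Sp7 had too few counts to pass edgeR's filterByExpr.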

Plotting the 11/119 overlapping upregulated genes for “dopaminergic neurons” (Figure 4H) reveals that 7/11 overlapping genes (*Celf5, Dpys15, Cacna1b, Tmem179, Nova2, Nrx1*, and *Cntn2)* are also marker genes for immature neurons. 

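All 11 genes labelled in Fig. 4H were called higher at 39°C, and 8 of them were also labelled in Fig. 4F, the 7 genes named above and Unc13a. Dpysl5 (Ensembl gene ENSMUSG00000029168.14) lies on chromosome 5 from 30711564 to 30799375 on the forward strand and had 4.12 ± 0.343 CPM at 37°C and 20.8 ± 0.468 CPM at 39°C, a log2 FC of 2.34 (standard error 0.0465, adjusted p = 1.7e-21 from edgeR's quasi-likelihood test). Nova2 (ENSMUSG00000030411.16) lies on chromosome 7 from 18925888 to 18965319 on the forward strand and had 0.290 ± 0.0574 CPM at 37°C and 1.02 ± 0.103 CPM at 39°C (log2 FC 1.77, standard error 0.161, adjusted p = 1.49e-09 from the same test). Cacna1b (ENSMUSG00000004113.18) lies on chromosome 2 from 24603887 to 24763152 on the reverse strand and had 2.55 ± 0.236 CPM at 37°C and 9.18 ± 0.212 CPM at 39°C (log2 FC 1.85, standard error 0.0578, adjusted p = 5.3e-18). Tmem179 (ENSMUSG00000054013.6) lies on chromosome 12 from 112500189 to 112516747 on the reverse strand and had 0.248 ± 0.0674 CPM at 37°C and 0.827 ± 0.143 CPM at 39°C (log2 FC 1.62, standard error 0.196, adjusted p = 1.44e-07). Cntn2 (ENSMUSG00000053024.14), on chromosome 1 from 132509427 to 132543256 on the reverse strand, rested on 5 read pairs over the 4 libraries at 37°C and 55 at 39°C (log2 FC 2.87, standard error 0.641, adjusted p = 0.000337). Of the 11 genes in Fig. 4H, 5 were under 1 CPM at both temperatures.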

Plotting the DA neuron markers also assayed by RT-qPCR validates that the relative expression of these markers is consistent between these highly sensitive assays. At 39°C, *Th* expression increases (log_2_FC = 1.552651); *Nr4a2* expression decreases (log_2_FC = −1.042794), and expression of *Slc6a3* and *Foxa2* is not significantly different between conditions: *(Slc6a3* was filtered out due to low read counts across both temperature conditions and *Foxa2* log_2_FC = −0.4142541).

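Th (Ensembl gene ENSMUSG00000000214.11), which encodes tyrosine hydroxylase, lies on chromosome 7 from 142892752 to 142931128 on the reverse strand. It was counted 3, 1, 15 and 8 times in the 4 libraries at 37°C and 19, 45, 36 and 23 times at 39°C. Its expression was 0.0653 ± 0.0433 CPM at 37°C and 0.243 ± 0.0221 CPM at 39°C, a log2 FC of 1.68 (standard error 0.319, adjusted p = 7.63e-05 from edgeR's quasi-likelihood test). None of Th, Nr4a2, Foxa2 and Slc6a3 overlaps another annotated gene. Without 37°C replicate 2, the log2 FC of Th was 1.48, inside the fold threshold, and without 37°C replicate 3 it was 2.14. Nr4a2 (ENSMUSG00000026826.13), on chromosome 2 from 57106830 to 57124003 on the reverse strand, had 5.19 ± 0.525 CPM at 37°C and 2.55 ± 0.293 CPM at 39°C, a log2 FC of −1.03 (standard error 0.0804, adjusted p = 1.02e-10 from the same test). Foxa2 (ENSMUSG00000037025.11), on chromosome 2 from 148042877 to 148046969 on the reverse strand, had 19.1 ± 1.17 CPM at 37°C and 14.6 ± 0.507 CPM at 39°C. Its log2 FC of −0.39 (standard error 0.0411, adjusted p = 2.03e-08 from the same test) passed the adjusted p-value and not the fold threshold. Slc6a3 (ENSMUSG00000021609.6), the dopamine transporter gene on chromosome 13 from 73536747 to 73578672 on the forward strand, was counted 1, 0, 1 and 0 times at 37°C and 1, 3, 1 and 1 times at 39°C. Its mean of exactly 1 read per library passed a filter of at least 1, and no change was detectable at this depth (log2 FC 0.96, standard error 0.922, adjusted p = 0.383 from the same test). Adjusted over the list alone, 31 of the 32 tested genes that the paper's text names passed an adjusted p-value of 0.01 at any fold change, and 30 passed over all genes tested. The paper chose part of this list on these libraries, so the first count is not independent evidence. Actb, the reference gene of the RT-qPCR, fell by 1.08 on the log2 scale, from 3738 ± 88.2 CPM to 1764 ± 73.6 CPM. Relative to Actb, the log2 FC was 2.77 for Th, 0.05 for Nr4a2, 0.70 for Foxa2 and 2.04 for Slc6a3.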

To confirm the GO-indicted cell types, normalized read counts for select marker genes were plotted for each temperature replicate: Celf5[43], *Nrxn1*[55], *Ntrk1*[56], and *Unc13a*[57], for “immature neurons” were upregulated at 39°C relative to cells at 37°C (Figure 5A); *Olig3*[58], *ll*33[59], *Hdac11*[60], and *Ptgds*[61] for “oligodendrocytes” were upregulated at 39°C relative to cells at 37°C (Figure 5B); and *Ccna2*[62] *Cdc6*[63], *Cenpf*[64], and *Gins1*[65] for “pluripotent stem cells” were downregulated at 39°C relative to cells at 37°C (Figure 5C).

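The counts of each library were divided by its total and by the exon length of the gene to give RPKM, shown as mean ± SD (n = 4). For Celf5 at 39°C and Ccna2 at 37°C, the bars of Fig. 5A and C, read by eye, match values with the length taken in bases rather than kilobases (0.0293 and 0.0797). Adjusted p-values are from edgeR's quasi-likelihood test. Among the immature neuron markers, Celf5 (Ensembl gene ENSMUSG00000034818.17, chromosome 10 from 81459227 to 81482709 on the reverse strand) had an RPKM of 6.51 ± 0.566 at 37°C and 29.3 ± 1.25 at 39°C (log2 FC 2.16, adjusted p = 1.37e-21 from edgeR). Unc13a (ENSMUSG00000034799.16, chromosome 8 from 71624417 to 71671757 on the reverse strand) had 0.243 ± 0.0251 at 37°C and 0.711 ± 0.0282 at 39°C, a log2 FC of 1.56. Of the oligodendrocyte markers, Hdac11 (ENSMUSG00000034245.10, chromosome 6 from 91156665 to 91174692 on the forward strand) had 1.40 ± 0.159 at 37°C and 4.26 ± 0.197 at 39°C, a log2 FC of 1.61. Ptgds (ENSMUSG00000015090.13, chromosome 2 from 25466709 to 25470046 on the reverse strand) had 0.201 ± 0.0308 at 37°C and 1.62 ± 0.2 at 39°C, with a log2 FC of 3.03, and 39°C replicate 2 lay below the other 39°C libraries. For Il33 (ENSMUSG00000024810.16, chromosome 19 from 29925114 to 29960718 on the forward strand) the values were 0.988 ± 0.171 at 37°C and 4.05 ± 0.231 at 39°C, with a log2 FC of 1.98. For Olig3 (ENSMUSG00000045591.6, chromosome 10 from 19356533 to 19358604 on the forward strand) they were 0.0430 ± 0.0154 at 37°C and 0.276 ± 0.0765 at 39°C, with a log2 FC of 2.49, from 34 read pairs in all at 37°C and 270 at 39°C. Of the pluripotent stem cell markers, Ccna2 (ENSMUSG00000027715.9, chromosome 3 from 36564865 to 36572150 on the reverse strand) had 79.7 ± 2.14 at 37°C and 7.16 ± 0.384 at 39°C (log2 FC −3.48, adjusted p = 2.33e-26 from edgeR). Cdc6 (ENSMUSG00000017499.15, chromosome 11 from 98907801 to 98923940 on the forward strand) had 17.2 ± 0.607 at 37°C and 2.97 ± 0.132 at 39°C, a log2 FC of −2.54. Cenpf (ENSMUSG00000026605.14, chromosome 1 from 189640606 to 189688086 on the reverse strand) had 13.0 ± 0.309 at 37°C and 1.21 ± 0.0375 at 39°C, a log2 FC of −3.42. Gins1 (ENSMUSG00000027454.10, chromosome 2 from 150905400 to 150931280 on the forward strand) had 22.1 ± 0.841 at 37°C and 6.37 ± 0.485 at 39°C, a log2 FC of −1.79. For all 10 genes, the 4 libraries at one temperature lay above the 4 at the other. Celf5, Ccna2, Cenpf, Hdac11 and Unc13a overlap at least 1 other annotated gene, and a read within exons of both was left out of the counts.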

The differentially expressed gene sets were then analyzed using STRING (https://string-db.org/)[66]. The set of upregulated genes was enriched for protein-protein interactions (number of edges = 705; expected number of edges = 438; PPI enrichment p-value = < 1.0e-16) and GO terms such as “Neuron differentiation” (GO:0030182; FDR = 0.0016), “Neuron development” (GO:0048666; FDR = 0.0070), and “Neurogenesis” (GO:0022008; FDR = 0.0085) supporting that this upregulated gene set is a meaningful group likely belonging to a network involved in neuronal maturation. The set of downregulated genes was also enriched for protein-protein interactions (number of edges = 9251; expected number of edges = 1910; PPI enrichment p-value = < 1.0e-16) and GO terms such as “Cell cycle” (GO:0007049; FDR = 5.90e-36), “Mitotic cell cycle” (GO:0000278; FDR = 6.97e-34), and “Cell division” (GO:0051301; 6.35e-25) further confirming that these cells are no longer undergoing cell division.

Finally, previously generated reads per kilobase of exon per million reads mapped (RPKM) from *ex vivo* E15.5 mouse embryonic DA neuron bulk RNA-seq[50] were used to compare how closely the SN4741 transcriptome resembles the neuronal populations they are expected to model. 

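RPKM was computed from the counts of the SN4741 libraries over all annotated genes, and the Pearson correlation was taken across genes, which are not independent replicates. The RPKM of the ex vivo neurons were not used here. Libraries from the same temperature had a median correlation of 0.9992 (range 0.9969 to 0.9997). Between 37°C and 39°C, the median was 0.9191 (range 0.9153 to 0.9251), below every value within a temperature. On the scale of log2(RPKM + 1), the medians were 0.9993 within and 0.9833 between temperatures. The ranks of the genes (Spearman's rho) moved the value within temperatures most, to a median of 0.9371, against 0.9263 between temperatures. With Spearman's rho the ranges overlapped, from 0.9309 within and up to 0.9327 between temperatures, as they did on log2(RPKM + 0.001), from 0.9671 within and up to 0.9693 between.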

Similar to our results comparing chromatin accessibility between these two datasets, correlation of RPKM shows a clear separation between the SN4741 cell culture model and the *ex vivo* DA neurons (Figure 5D). Collectively, these results confirm that at the non-permissive temperature, SN4741 cells are no longer rapidly dividing, neural stem cells. However, while the transcriptional profile of these cells indicates that they are differentiating towards cell types present in the brain, these cells do not fully possess characteristics of the MB DA neurons they are meant to model.

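Lists of marker genes, fixed before the data were examined, were tested over all members past the count filter. Of 17 dopaminergic neuron genes, 7 of which the paper names as markers, 12 passed the count filter, and their median log2 FC was 0.23 (limma's camera, adjusted p = 0.842), while fry gave an adjusted p of 0.0327. At an adjusted p-value under 0.01 in edgeR, 4 of them were higher and 3 lower, and among the 7 with a mean of at least 1 CPM the median was −0.01. The genes of this list called higher at both thresholds were Th and Ret. Ret (ENSMUSG00000030110.13, chromosome 6 from 118151745 to 118197718 on the reverse strand) had 1.94 ± 0.227 CPM at 37°C and 5.77 ± 0.307 CPM at 39°C (log2 FC 1.54, standard error 0.0725, adjusted p = 1.03e-14 from edgeR's quasi-likelihood test), and its log2 FC was 1.49 without 37°C replicate 2 and 1.495 without 39°C replicate 2, inside the fold threshold. Of 16 genes expressed by neurons of most types, 11 passed the filter. Their median was −0.38 (limma's camera, adjusted p = 0.0884), with 1 gene higher and 5 lower, a shift that passed the threshold only with fry (adjusted p = 1.52e-05). Among the 7 with a mean of at least 1 CPM, the median was −0.16. Tubb3 (ENSMUSG00000062380.4, chromosome 8 from 123411424 to 123422015 on the forward strand), a neuronal tubulin gene, had 28.9 ± 0.716 CPM at 37°C and 12.8 ± 0.619 CPM at 39°C, a log2 FC of −1.17 (standard error 0.0364, adjusted p = 4.91e-18 from edgeR's quasi-likelihood test). Map2 (ENSMUSG00000015222.18, chromosome 1 from 66175273 to 66442583 on the forward strand) had 77.0 ± 3.06 CPM at 37°C and 81.2 ± 3.12 CPM at 39°C, a log2 FC of 0.08. From its RNA-seq results as a whole, the paper concludes that cells at 39°C are no longer rapidly dividing neural stem cells. It reads their transcriptional profile as a sign of differentiation towards cell types of the brain, and concludes that they lack part of the characteristics of midbrain DA neurons.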

## Discussion

It is critically important that studies of human disease generate biologically accurate data, whether aimed at elucidating molecular mechanisms, onset and progression, or management and therapeutics. In the context of discovery biology or the illumination of human health and disease mechanisms, misattribution of cellular identity, or other deviations from biological accuracy, may result the misinterpretation of biological findings or misdirected research efforts. When studying human disease, cellular surrogates are often used to overcome the ethical and technical limitations of employing animal models. Therefore, it is imperative that disease-relevant insights are predicated on robust data generated from model systems representing human biology as accurately as possible.

Here, we demonstrate the importance of assessing *in vitro* models of disease to determine the extent to which they can yield biologically accurate data that can be used to inform aspects of human disease. The SN4741 cell line has been used to study neurotoxicity and therapeutic interventions [21–27], PD-associated genetic mutation[28,29] and cell signaling and transcriptional regulation[30–32,37], since it was initially characterized as an immortal, mouse MB-derived cell line that differentiates into DA neurons at a non-permissive temperature[20]. However, contemporary genomic analyses have not been leveraged to characterize and evaluate the SN4741 cell line as a suitable proxy for DA neurons in PD, until now.

We employed karyotyping, RT-qPCR, and scRNA-seq to assess the genomic stability of these cells and determine how consistently they differentiate into DA neurons at the non-permissive temperature. We generated bulk RNA-seq and ATAC-seq data from this cell line at both the permissive and non-permissive temperatures, to extensively characterize this cell line and document how transcriptional landscapes and chromatin accessibility profiles shift in response to temperature-induced differentiation and compare to known profiles of *ex vivo* DA neurons. Our results suggest that SN4741 is an unstable, polyploid cell line that is unlikely to be a viable differentiation model of DA neurons; and thus, is likely not a robust proxy by which to study MB DA neurons in the context of human phenotypes, including PD, schizophrenia, addiction, memory, or movement disorders.

The results of karyotyping alone indicate that any data generated using SN4741 cells may be biologically inaccurate due to extreme variability in chromosome complement and therefore, copy number variation, between individual cells. Consequently, the results of previous studies evaluating neurotoxicity[21,23,24,26,27,30,32,38,67], cellular signaling pathways[22,25,28,68,69], and transcriptional profiling[37] in these cells may have been unduly influenced by the extreme imbalance in gene dosage that we found to vary from cell to cell. For example, alpha-synuclein (*SNCA)* has been consistently implicated in PD risk[70–73], particularly due to variants that promote *a*-synuclein misfolding[74] and overexpression[50] or events that result in gene amplification [75,76]. *Snca* is present on mouse chromosome 6 and the karyotypes generated for SN4741 cells show that chromosome 6 is triploid in most assayed cells (Fig. 1B). Therefore, using the SN4741 cell line to model neurodegeneration in PD may result in inaccurate data due to an exaggerated vulnerability towards degeneration imposed by elevated *Snca* copy number, by gene dosage effects of other interacting gene products in relevant pathways, or by the structural instability of this line.

Even if this cell line could be adopted to study *Snca* overexpression/amplification, ATAC-seq profiling of open chromatin regions in this cell line at the permissive and non-permissive temperatures indicates that these cells do not possess chromatin accessibility profiles similar to those of *ex vivo*, mouse E15.5 MB neurons. In PD, disease is characterized by the degeneration of MB DA neurons, while DA neurons of the FB are spared. Therefore, the chromatin profiles of MB DA neurons, as well as the differentially accessible regions of the genome between MB and FB neurons, may influence the preferential vulnerability of MB neurons in PD[50]. In the context of exploiting these chromatin profiles to study PD-associated variability and neurotoxicity, SN4741 cells are likely a poor model, as the open chromatin regions of these cells are not a reliable proxy for mouse E15.5 MB or FB DA neurons.

The chromatin accessibility profiles of SN4741 cells not only fail to cluster with *ex vivo* populations of mouse MB neurons, but the transcriptional landscapes of these cells suggest that these cells have shifted towards a more differentiated state that may be less DA than previously thought. Examination of cell cycle markers by scRNA-seq demonstrates that SN4741 cells at the non-permissive temperature are more differentiated than cells at the permissive temperature, as expected[20]. GO terms for genes that are significantly downregulated at the non-permissive temperature reinforces that these cells are no longer rapidly dividing, pluripotent stem cells. However, RT-qPCR, scRNA-seq, and bulk RNA-seq in these cells fail to detect significant upregulation of most key DA neuron markers in the differentiated cells, except for *Th. 

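In the bulk RNA-seq, 4 of the 7 markers of Fig. 1H have their values in the results above, and the other 3 were Aldh1a1, Lmx1b and Pitx3. Aldh1a1 (Ensembl gene ENSMUSG00000053279.8), on chromosome 19 from 20492715 to 20643465 on the forward strand, had 2.15 ± 0.0545 CPM at 37°C and 2.61 ± 0.236 CPM at 39°C, a log2 FC of 0.31 (standard error 0.0790, adjusted p = 0.00169 from edgeR's quasi-likelihood test). The adjusted p-value was 0.013 with DESeq2. Without 37°C replicate 3 it was 0.012, and without 39°C replicate 2 it was 0.0172. Lmx1b (ENSMUSG00000038765.13), on chromosome 2 from 33560965 to 33640511 on the reverse strand, was counted 0, 0, 4 and 2 times in the libraries at 37°C and 4, 15, 10 and 4 times at 39°C. Its log2 FC was 1.90 (standard error 0.625, adjusted p = 0.0104 from edgeR's quasi-likelihood test), beside the threshold of 0.01. With no filter on low counts its adjusted p-value was 0.0098, without 37°C replicate 3 it was 0.00978 (log2 FC 2.70), and without 39°C replicate 4 it was 0.00781 (log2 FC 2.04). Lmx1b did not pass with any of the other 6 libraries left out, with an adjusted p-value up to 0.0494 (log2 FC 1.60 without 39°C replicate 2). Its adjusted p-value was 0.0225 with the replicate block and 0.0408 with DESeq2, where apeglm shrank the log2 FC to 1.18. Pitx3 (ENSMUSG00000025229.15), on chromosome 19 from 46135685 to 46148326 on the reverse strand, was counted 0, 0, 1 and 1 times at 37°C and 1, 1, 0 and 2 times at 39°C and fell below the filter. At this depth, a change in Pitx3 was not detectable. Each of the 3 genes overlaps another gene on the opposite strand.

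**Figure D2:**
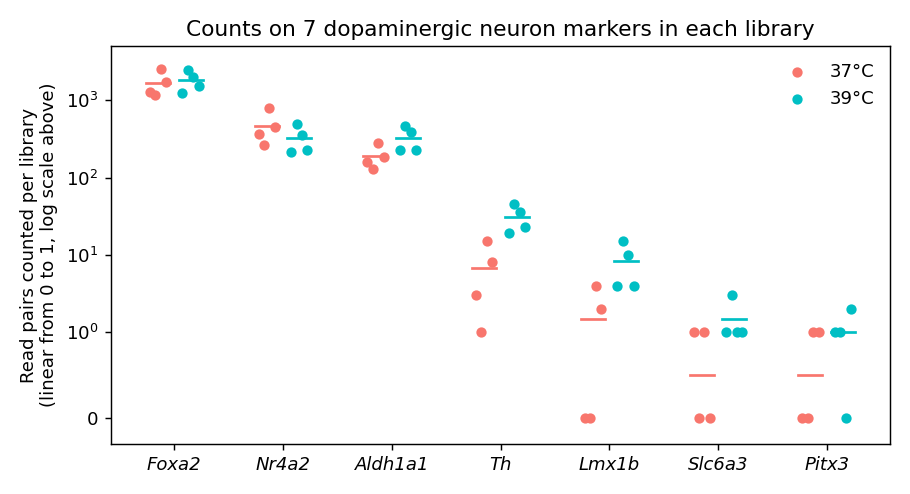
Read pairs counted per library (vertical axis, linear from 0 to 1 and logarithmic above) on 7 dopaminergic neuron markers, with 1 point per library at 37°C (red) and 39°C (blue) and a line at the mean of each temperature. Foxa2 has at least 1181 and Nr4a2 at least 213 in every library, while Slc6a3 and Pitx3 have between 0 and 3 per library.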

Th* is not exclusively expressed by DA neurons at embryonic timepoints[40–42]. In fact, significantly upregulated genes in SN4741 cells at the non-permissive temperature that overlap with GO terms and cell cycle marker genes suggests that *Th* is the only significantly upregulated gene overlapping with biological processes involving DA neurons. Rather, additional overlapping cell type marker genes suggest that these cells more closely resemble immature neurons.

In parallel, we generated promoter capture (pc)Hi-C data at the non-permissive temperature with the intention of exploring how non-coding disease-relevant variants interact with promoters and potentially regulate gene expression in MD DA neurons. As our group is focused on PD-associated variation, which is unlikely to act broadly in immature neurons, our group has not analyzed the resulting data, beyond basic quality control **(Supplemental Fig. 4)**. While the SN4741 cells at the non-permissive temperature fail to recapitulate the transcriptomic or chromatin state of DA neurons, it is of potential interest for follow-up studies that they do resemble some immature neuron types. Although not analyzed by our group, we generated output files for interaction detection, and this data has been made publicly available for others to explore (accessible through: https://github.com/rachelboyd/SN4741_pcHiC), as it may be useful to study genomic interactions at promoters driving an immature neuronal state. However, the cell type best represented by SN4741 cells at the non-permissive temperature still requires deeper characterization.

Any data generated using SN4741 cells in the context of DA neuron modeling and/or PD must be interpreted with caution and in light of the appropriate caveats. Due to the instability and polyploidy of this cell line, we recommend that the use of SN4741 cells for PD- related research be re-evaluated. Future studies designed to fine-tune the classification of these cells may support the use of SN4741 cells as a model of other neuronal or non-neuronal cells. Additionally, the differentiation trajectory of these cells may be amenable to intervention(s) that could drive their molecular state towards one that resembles DA neurons more closely.

## Conclusions

This study establishes a valuable precedent with broad implications across biological and disease-related research. Prior to using SN4741 cells to study non-coding regulatory variation in PD, we characterized this cell line to determine its suitability as a model of DA neurons in PD, and found that these cells are unstable, polyploid cells that do not demonstrate strong molecular characteristics of MB DA neurons. These cells express low levels of DA neuron markers, and chromatin landscapes in differentiated SN4741 cells scarcely overlap open chromatin regions in *ex vivo* mouse E15.5 midbrain neurons. We demonstrate the importance of genomic characterization of *in vitro* model systems prior to generating data and valuable resources that may be used to inform aspects of human disease. In future studies that utilize *in vitro* models of any human disease, due diligence to confirm their suitability as surrogates could save time, resources, and possibly lives, by avoiding misdirection and advancing successful therapeutic development.

## Methods

No animals were directly used in this study. All assays were carried out using animal-derived cell lines or publicly available animal-derived cell data.

### Cell Culture

SN4741 cells were obtained from the Ernest Arenas group at the Karolinska Institutet. SN4741 cells were confirmed to be mycoplasma free using a MycoAlert^®^ Mycoplasma Detection Assay (Lonza) and were maintained in high glucose Dulbecco’s Modified Eagle Medium (DMEM; Gibco 1196502), supplemented with 1% penicillin-streptomycin and 10% fetal bovine serum (FBS) in a humidified 5% CO_2_ incubator at 37°C. Cells at 80% confluence were passaged by trypsinization approximately every 2–3 days. To induce differentiation, 24 hours after the cells were passaged, media was replaced by DMEM supplemented with 1% penicillin-streptomycin and 0.5% FBS at 39°C. Cells were allowed to grow and differentiate in these conditions for 48 hours before harvesting for experimentation.

### G-Band Karyotyping

At passage 21, undifferentiated SN4741 cells were sent to the WiCell Research Institute (Madison, Wisconsin), at 40–60% confluency, for chromosomal G-band analyses. Karyotyping was conducted on 20 metaphase spreads, at a band resolution of >230, according to the International System for Human Cytogenetic Nomenclature.

### cDNA Synthesis and RT-qPCR for DA neuron markers

RNA was extracted from both differentiated and undifferentiated cells by following the RNeasy Mini Kit (QIAGEN) protocol, as written. 1 μg of each RNA sample underwent first-strand cDNA synthesis using the superscript III First-Strand Synthesis System for RT-PCR (Invitrogen) according to the oligo(dT) method. qPCR was performed with Power SYBR Green Master Mix (Applied Biosystems), using primers for (β-actin *(Actb), Foxa2, Nr4a2, Slc6a3*, and *Th* **(Table S1)**. Reactions were run in triplicate under default SYBR Green Standard cycle specifications on the Viia7 Real-Time PCR System (Applied Biosystems). Normalized relative quantification and error propagation followed the data analysis and associated calculations proposed by Taylor *et al*. (2019)[77], with results normalized to *Actb*.

### Single cell RNA-seq Library Preparation, Sequencing, and Alignment

Both differentiated (39°C) and undifferentiated (37°C) cells were trypsinized, and scRNA-seq libraries were generated following the Chromium 10X pipeline[78]. Four replicates at each temperature across >17,000 cells were assayed. Cell capture, cDNA generation, and library preparation were performed with the standard protocol for the Chromium Single Cell 3’ V3 reagent kit. Libraries were quantified with the Qubit dsDNA High Sensitivity Assay (Invitrogen) in combination with the High Sensitivity DNA Assay (Agilent) on the Agilent 2100 Bioanalyzer. Single-cell RNA-sequencing libraries were pooled and sequenced on an Illumina NovaSeq 6000 (SP flow cells), using 2×50 bp reads per library, to a combined depth of 1.6 billion reads. The quality of sequencing was evaluated via FastQC. Paired-end reads were aligned to the mouse reference genome (mm10) using the CellRanger v3.0.1 pipeline. Unique molecular identifier (UMI) counts were quantified per gene per cell (“cellranger count”) and aggregated (“cellranger aggr”) across samples with no normalization.

### Single Cell RNA-seq Analysis

Using Seurat[79](v4.2.0), cells were filtered to remove stressed/dying cells (% of reads mapping to the mitochondria > 15%) and empty droplets or doublets (number of unique genes detected <200 or >6,000). Cells were scored for their stage in the cell cycle using “CellCycleScoring()” on cell cycle genes provided by Seurat (“cc.genes”). Cells were then normalized using “SCTransform” (vst.flavor = “v2”) and corrected for percent mitochondrial reads and sequence depth. Principal component (PC) analysis was performed and a PC cut-off was identified using “ElbowPlot().” Using this PC cutoff and a minimum distance of 0.001, UMAP clustering was used for dimensionality reduction. Expression was plotted on a log scale with “VlnPlot()” for a variety of proliferation and DA neuron markers.

### ATAC-seq Library Preparation and Quantification

ATAC-seq libraries were generated for four replicates of undifferentiated (37°C) and differentiated (39°C) SN4741 cells, according to the Omni-ATAC protocol[80], with minor modifications. Aliquots of 50,000 cells were centrifuged at 2000 × g for 20 mins at 4°C, and the resulting pellets were resuspended in 50μL of resuspension buffer. Cells were left to lyse for 3 minutes on ice before being centrifuged again at 2000 × g for 20 minutes at 4°C. The resulting nuclei pellets were then tagmented, as written, using 50μL of transposition mixture and then incubated at 37°C for 30 mins in a 1000 RPM thermomixer. After transposition, DNA was purified with the Zymo DNA Clean and Concentrator −5 Kit and eluted in 21μL of elution buffer.

Pre-amplification of the transposed fragments was performed according to the conditions outlined in the Omni-ATAC protocol[80]; however, 12 pre-amplification cycles were run in lieu of qPCR amplification to determine additional cycles. The amplified libraries were prepared according to the Nextera DNA Library Prep Protocol Guide, except that libraries were purified with 40.5μL AMPure XP beads (Beckman Coulter), and 27.5μL of resuspension buffer was added to each sample. All libraries were quantified with the Qubit dsDNA High Sensitivity Assay (Invitrogen) in combination with the High Sensitivity DNA Assay (Agilent) on the Agilent 2100 Bioanalyzer.

### ATAC-seq Sequencing, Alignment, and Peak Calling

Libraries were sequenced on Illumina NovaSeq 6000 (SP flow cells), using 2×50 bp reads per library, to a total combined depth of 1.6 billion reads. The quality of sequencing was evaluated with FastQC (v0.11.9) [81] and summarized with MultiQC (v1.13)[82]. Reads were aligned to the mouse reference genome (mm10) in local mode with Bowtie2[83](v2.4.1), using -X 1000 to specify an increased pair distance to 1000bp. Samtools (v1.15.1)[84] and Picard (v2.26.11; http://broadinstitute.github.io/picard/) were used to sort, deduplicate and index reads. Peaks were called with MACS3 (v3.0.0a7; https://github.com/macs3-project/MACS)[85] and specifying --nomodel and --nolambda for the *callpeaks*() command. Peaks overlapping mm10 blacklisted/block listed regions called by ENCODE[86,87] and in the original ATAC-seq paper[36] were also removed with BEDTools (v2.30.0)[88].

For visualization with IGV, IGVTools (v2.15.2) was used to convert read pileups to TDFs. The fraction of reads in peaks was calculated with DeepTools (v3.5.1)[89] using the plotEnrichment command. The average mapping distance flag was extracted from the SAM files with a custom script available at our GitHub repo (https://github.com/sarahmcclymont/SN4741_ATAC/) to generate the fragment length plot. Mouse (mm10) transcriptional start site (TSS) coordinates were downloaded from the UCSC Genome Browser[90] (Mouse genome; mm10 assembly; Genes and Gene Predictions; RefSeq Genes track using the table refGene), and DeepTools (v3.5.1)[89] was used to plot the pileup of reads overtop of these TSSs. Conservation under peaks (phastCons)[91] and the genomic distribution of peaks were calculated using the Cis-regulatory Element Annotation System (CEAS)[92] and conservation tool of the Cistrome[93] pipeline. Analysis can be found at http://cistrome.org/ap/u/smcclymont/h/sn4741-atac-seq-ceas-and-conservation.

### ATAC-seq Normalization and Differential Peak Analysis

Each sample’s peak file and BAMs were read into and analysed with DiffBind (v3.8.1)[48]. Peaks present in two or more libraries were considered in the consensus peakset. Reads overlapping these consensus peaks were counted with *dba. Count*() specifying summits = 100, bRemoveDuplicates = TRUE. These read counts were normalized with *dba*. ||*a*||*lize*() on the full library size using the RLE normalization method as it is native to the DESeq2 analysis we employed in the following *dba. Analyze*() step. The volcano plot was generated using a custom script using the output of the *dba. rep* or *t*() command, where th = 1 and fold = 0 and bCounts = T, to output all peaks regardless of their foldchange or significance. Significantly differentially accessible regions (filtered for abs(Fold)>1 & FDR < 0.05) were submitted to GREAT (v4.0.4)[94] and the gene ontology of the nearest gene, as identified with the basal+extension method (where proximal was considered to be ±5kb) was assessed and plotted.

### ATAC-seq comparison to *ex vivo* MB and FB DA neurons

Previously generated ATAC-seq libraries from *ex vivo* E15.5 mouse embryonic DA neurons[50] were re-analyzed in parallel, following all the above alignment and filtering steps. DiffBind (v3.8.1) was used to compare the samples, as above, and the R package UpSetR (v1.4.0)[95] was used to plot the overlap of peaks between conditions.

### Bulk RNA-seq Library Preparation, Sequencing, and Alignment

Cells were run through QIAshredder (Qiagen) and total RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s recommendations, except that RNA was eluted twice in 50μL of water. Total RNA integrity was determined with the RNA Pico Kit (Agilent) on the Agilent 2100 Bioanalyzer. RNA samples were sent to the Johns Hopkins University Genetic Resources Core Facility (GRCF) for library prep (NEBNext Ultra II directional library prep kit with poly-A selection) and sequencing. The libraries were pooled and sequenced on an Illumina NovaSeq 6000 (SP flow cells), using 2×50 bp reads per library, to a combined depth of 1.6 billion reads. The quality of sequencing was evaluated via FastQC. FASTQ files were aligned to the mouse reference genome (mm10) with HISAT2[96] (v2.0.5) and sample reads from different lanes were merged using samtools[84](v.1.10) function “merge.”. Aligned reads from individual samples were quantified against the mm10 reference transcriptome with the subread[97–99] (v1.6.1) function “featurecounts” [100], using -t exon and -g gene_id **(Supplemental Figure3A)**.

### Bulk RNA-seq Analysis

The DESeq2 (v3.15) package was used for data quality assessment and analyses. A DESeqDataSet of count data was generated using “DESeqDataSetFromMatrix” (design = ~ temp). The data underwent variance stabilizing transformation (vst) prior to using “plotPCA” to visualize experimental covariates/batch effects **(Supplemental Figure 3B)** and R package “pheatmap” (v1.0.12; https://CRAN.R-project.org/package=pheatmap) to visualize the sample-to-sample distances **(Supplemental Figure 3C)**.

Genes with an average of at least 1 read for each sample were analyzed to identify differentially expressed (DE) genes between temperature conditions, using the function “DESeq.” P-value distribution after differential expression (DE) analysis **(Supplemental Figure 3D)** verified that the majority of called DE genes are significant. Results (alpha = 0.01) were generated and subjected to log fold change shrinkage using the function “IfcShrink” (type = “apeglm”)[101] for subsequent visualization and ranking. The function “plotMA” was used to generate MA plots, both before and after LFC shrinkage, to visualize the log_2_ fold changes attributable to the non-permissive temperature shift over the mean of normalized counts for all the samples in the DESeqDataSet **(Supplemental Figure 3E-F)**. MA plots demonstrated that log fold change shrinkage of the data successfully diminished the effect size of lowly expressed transcripts with relatively high levels of variability.

Volcano plots were generated using a custom function to visualize log_2_ fold changes of specific genes in the dataset. A gene was considered significantly differentially expressed if it demonstrated an adjusted p-value < 0.01 and |log_2_ FC| > 1.5. These significantly differentially expressed genes were submitted to Enrichr[51—53] for analyses within the “ontologies” and “cell types” categories. The upregulated and downregulated gene sets were passed to STRING [66] for analysis of protein-protein interactions and network relationships.

### Bulk RNA-seq comparison to *ex vivo* MB and FB DA neurons

Read counts from the SN4741 bulk RNA-seq dataset were converted to RPKM and compared to bulk RNA-seq data from previously generated *ex vivo* mouse embryonic DA neurons (NCBI GEO: GSE122450;[50]). A Pearson correlation heatmap was generated using ggplot2[102].

### Promoter capture HiC library generation

PcHiC was performed as previously described[103], with minor modifications. Briefly, SN4741 cells were cultured at the non-permissive temperature and plated at five million cells per 10cm dish. The cells were crosslinked using 1% formaldehyde, snap frozen using liquid nitrogen, and stored at −80°C. The cells were dounce homogenized and restriction enzyme digestion, using 400 units *Hindlll-HF*overnight at 37°C. The total volume was maintained at 500μL, through addition of 1X NEBuffer 2.1. Heat inactivation was performed at 80°C for 20 minutes, and biotinylated-dCTP was used for biotin fill-in reaction. Blunt-end ligation was performed using Thermo T4 DNA ligase, with cohesive end units maintained at 15,000 and buffer and water volumes adjusted to ensure a total volume of 665μL was added to each Hi-C tube. Cross-linking was performed overnight, with additional (50μL) proteinase K added for two hours the following day. DNA purification was split across two reactions using 2ml PhaseLock tubes, and volumes were adjusted accordingly. Each PhaseLock reaction was split again into two vials for ethanol purification, and centrifugation at step 6.3.8 was performed at room temperature. The pellets were dissolved in 450μL 1X TLE and transferred to a 0.5mL 30kD Amicon Column. After washing, the column was inverted into a new container, and no additional liquid was added to raise the volume to 100μL. All four reactions were combined, the total volume determined, and RNAseA (1mg/mL) equal to 1% of the total volume was added for 30 minutes at 37°C.

The libraries were assessed for successful blunt-end ligation by a ClaI restriction enzyme digest of PCR products, as previously described[103]. Biotin was removed from un-ligated ends and DNA was sheared to a size of 200–300bp using the Covaris M220 (High setting, 35 cycles of 30s “on” and 90s “off”; vortexing/spinning down samples and changing sonicator water every 5 cycles). Size selection was performed using AMpure XP magnetic beads, as previously described[103] except that all resuspension steps were increased by 5μL, so that 5μL could be used for QC with the High Sensitivity DNA Assay (Agilent) on the Agilent 2100 Bioanalyzer (at three stages: post-sonication, post-0.8x size-selection, and post-1.1x size-selection). The remaining protocol was performed as described. Capture probes (Arbor Biosciences; https://github.com/nbbarrientos/SN4741_pcHiC) were designed against mouse (mm10) RefSeq transcription start sites, filtering out “XM” and “XR” annotated genes. The remaining promoters were intersected with the *in silico* digested *Hindlll*mouse genome, to retain all *Hindlll*fragments containing a promoter. Potential probes sites were assessed ±330bp of the *Hindlll* cut site on either end of the fragment and finalized probe sets were filtered using no repeats and “strict” criteria, as defined by Arbor Biosciences. After generating a uniquely indexed HiC library with complete Illumina adapters, probes targeting promoter containing fragments were hybridized following Arbor Biosciences capture protocol (v4) at 65°C, 1μg DNA, and one round of capture. The library was PCR amplified before sequencing on an Illumina NovaSeq 6000 (SP flow cells), using 2×50 bp reads per library, to a combined depth of 1.6 billion reads.

### Promoter capture HiC data analysis

Raw pcHiC reads for each replicate (n=4) were evaluated for quality via FastQC. FASTQ files were mapped to mm10 using Bowtie2[83] (v.2.4.1) and filtered using HiCUP[104](v. 0.8). The HiCUP pipeline was configured with the following parameters: FASTQ format (Format: Sanger), maximum di-tag length (Longest: 700), minimum di-tag length (shortest: 50), and filtering and alignment statistics were reported **(Supplemental Figure 4A-C)**. BAM files were generated for each replicate using samtools[84](v.1.10). DeepTools[89](v.3.5.1) before read coverage similarities and replicate correlation was assessed using the function “multiBamSummary” (in *bins* mode) to analyze the entire genome. A Pearson correlation heatmap was generated using the function “plotCorrelation” **(Supplemental Figure 4D)**. As a result of high Pearson correlation coefficient among replicates (r > 0.93), library replicates were combined. The CHiCAGO[105](v. 1.18.0) pipeline was used to convert the merged BAM file into CHiCAGO format. The digested mm10 reference genome was used to generate a restriction map file, a baited restriction map file, and the rest of required input files (.npb, .nbpb, and .poe) required to run the CHiCAGO pipeline.

## Figures and Tables

**Figure 1:**
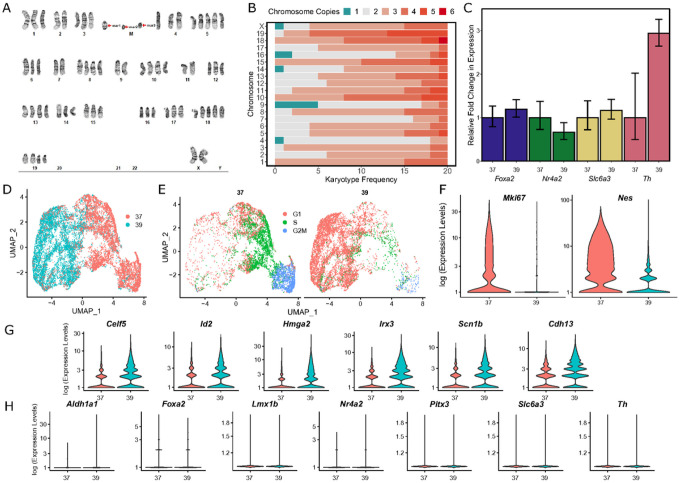
Characterizing the genomic stability and differentiation consistency of the temperature sensitive SN4741 cell line. **A)** A representative karyogram of SN4741 cells, indicating structural instability (M; marker chromosomes) and unstable triploidy. **B)** A stacked bar plot summarizing the aneuploidy frequency of each chromosome over 20 SN4741 karyotypes. **C)** Assaying expression of dopaminergic neuron markers by RT-qPCR indicates that *Foxa2, Nr4a2*, and *Slc6a3* remain at similar expression levels, but *Th* expression increases, when SN4741 cells are shifted from the permissive temperature (37°C) to the non-permissive temperature (39°C). **D)** UMAP plot of scRNA-seq at the permissive and non-permissive temperatures indicates that cells at each temperature are transcriptionally distinct. **E)** Analysis of scRNA-seq data demonstrates that shifting the cells to the non-permissive temperature is accompanied by a shift in cell cycle stage from G2M and S phases to primarily G1 phase. **F)** Violin plots generated with scRNA-seq data show that *Mki67*, a marker of cellular proliferation, and *Nes*, a neural stem cell marker, are both expressed at the permissive temperature (37°C), with little to no expression at the non-permissive temperature (39°C). **G)** Violin plots generated with scRNA-seq data show that transcripts associated with immature neurons are upregulated when SN4741 cells are shifted to the non-permissive temperature. H) Violin plots generated with scRNA-seq data show that expression of DA neural markers, *Aldh1a1, Foxa2, Lmx1b, Nr4a2, Pitx3, Slc6a3*, and *Th*, remain at similar levels when SN4741 cells are shifted to the non-permissive temperature.

**Figure 2:**
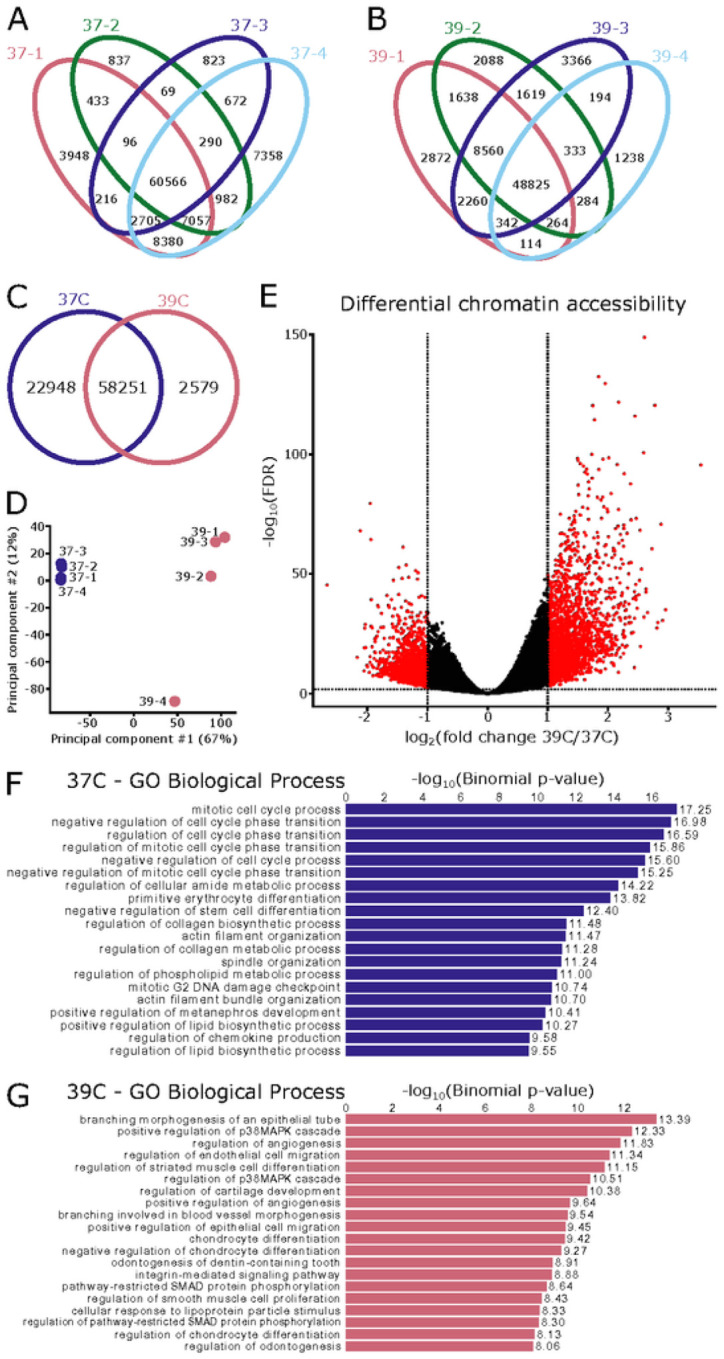
Changes in chromatin accessibility suggest a reduction in potency at the non-permissive temperature. **A,B**) Replicates are highly similar within temperature conditions, with the majority of peaks present in all four replicates. **C)** The two temperatures share 58,251 regions of open chromatin but do not overlap completely. **D)** Principal component analysis resolves the two temperatures on the first principal component. **E)** Differential accessibility analysis identifies 5,055 differentially accessible regions, with 2,654 preferentially open in the permissive temperature (37°C) and 2,401 preferentially accessible at the non-permissive temperature (39°C). **F)** Gene ontology (GO) of genes adjacent regions that are preferentially open at the permissive temperature are associated with regulation of the cell cycle and negative regulation of differentiation, as is appropriate for this temperature. **G)** Gene ontology of genes adjacent regions that are preferentially open at the non-permissive temperature are associated with a variety of differentiation fates (blood vessels, muscle cells, cartilage/chondrocytes). Additionally, two of the top gene ontology terms relate to the p38 MAPK cascade, which has been found to be activated as a cellular response to heat stress.

**Figure 3:**
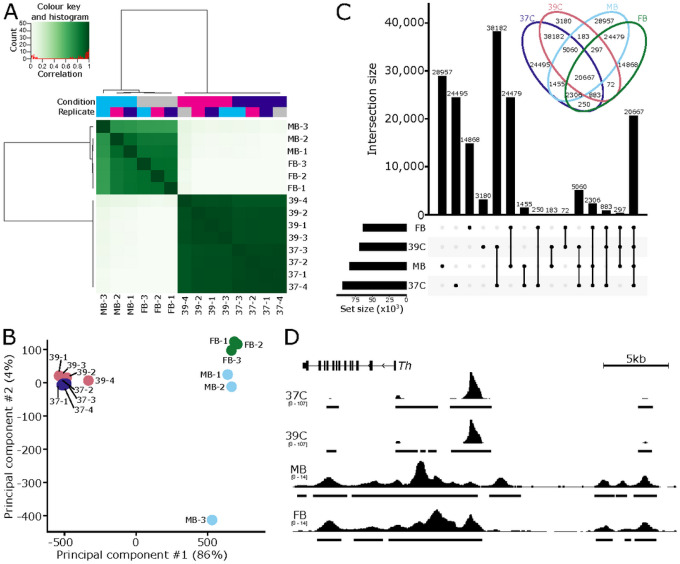
Chromatin accessibility of SN4741 cells do not resemble *ex vivo* dopaminergic neurons. **A)** SN4741 samples are highly correlated with each other but very poorly correlate with the open chromatin landscape of either midbrain (MB) or forebrain (FB) embryonic mouse dopaminergic neurons. **B)** Principal component analysis shows a clear separation between the *ex vivo* and *in vitro* samples along PC1, representing 86% of the variance. **C)** An upset plot and associated Venn diagram quantify the overlap of peaks between the four conditions and show the poor relationship between the SN4741 cells and the *ex vivo* mouse dopaminergic neurons. Most peaks are specific to a single cell type/temperature or are restricted to either the *ex vivo* or *in vitro* samples. Few peaks are specifically shared between the non-permissive temperature and the *ex vivo* samples; for example, there are just 183 peaks that are shared exclusively by the MB dopaminergic neurons and the SN4741 cells at the non-permissive temperature. **D)** A genome track showing the normalized read pile up and called consensus peaks in each of the cell types/temperatures at the key dopaminergic neuron specification gene, *Th*. The chromatin accessibility is largely similar within *ex vivo or in vitro* cells but bear little resemblance to each other.

**Figure 4:**
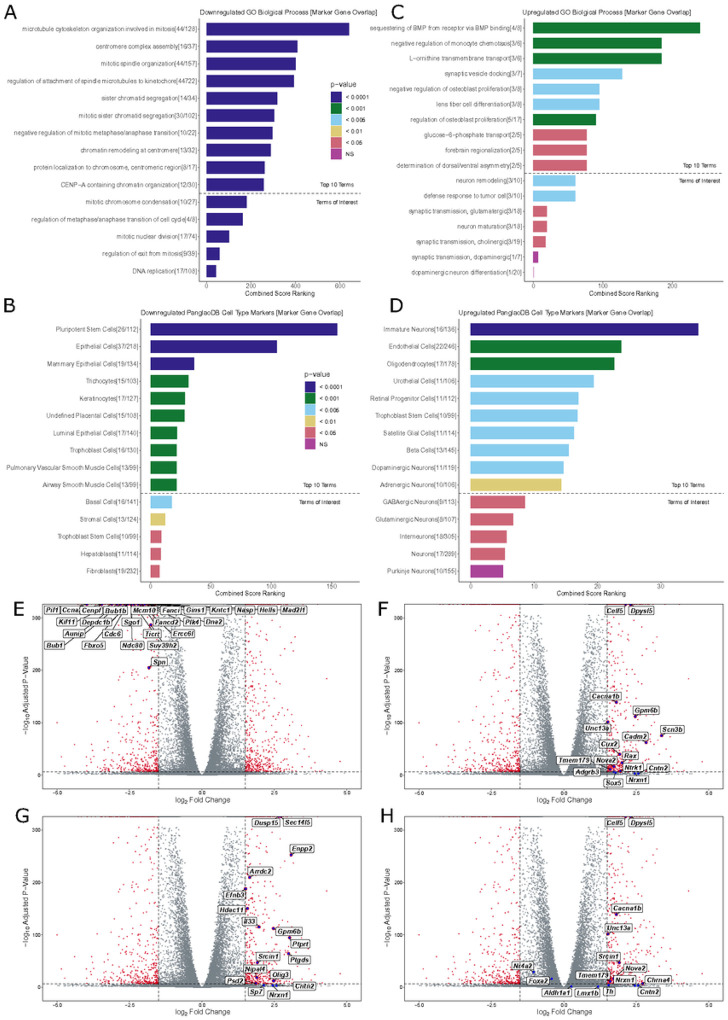
Gene Ontology and Differential Expression Analysis of Bulk RNA-seq Data: **A)** Top 10 GO terms for downregulated DE genes in SN4741 cells at the non-permissive temperature, followed by GO terms of interest (below dotted line). Terms were evaluated using Combined Score Ranking = (p-value computed using the Fisher exact test)*(z-score computed by assessing the deviation from the expected rank), based on enrichment of DE genes that overlap with Enrichr input genes for each term (the end of each bar). **B)** Top 10 predicted cell types based on downregulated DE genes in SN4741 cells at the non-permissive temperature, followed by predicted cell types of interest (below dotted line). Terms were evaluated using Combined Score Ranking = (p-value computed using the Fisher exact test)*(z-score computed by assessing the deviation from the expected rank), based on enrichment of DE genes that overlap with PanglaoDB input genes for each term (the end of each bar). **C)** Top 10 GO terms for downregulated DE genes in SN4741 cells at the non-permissive temperature. **D)** Top 10 predicted cell types based on upregulated DE genes in SN4741 cells at the non-permissive temperature. **E)** Volcano plot of −log 10 adjusted p-value versus log_2_ fold change with DESeq2 after Ifc shrinkage, contrasting the fold change in expression of SN4741 cells at 39°C, using SN4741 cells at 37°C as reference. Red points = genes that are statistically differentially expressed (adjusted p-value < 0.01, |log_2_FC| > 1.5). Blue points = Overlapping immature neuron marker genes. **F)** Blue points = Overlapping immature neuron marker genes **G)** Blue points = Overlapping oligodendrocyte marker genes. **H)** Blue points = Overlapping DA neuron marker genes.

**Figure 5:**
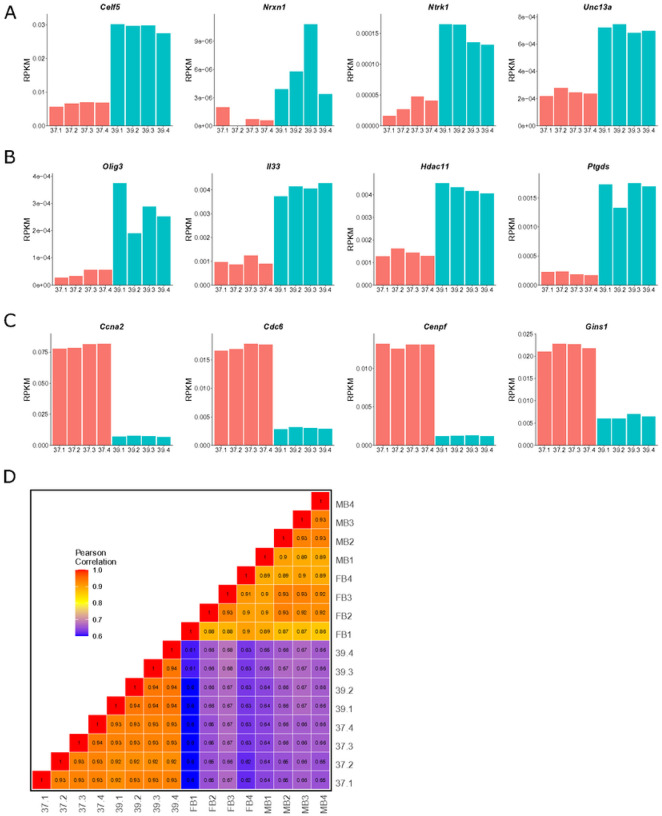
Validation of gene ontology and comparison to bulk-RNA-seq from ex vivo DA neurons. **A)** A bar chart showing normalized bulk RNA-seq read counts from genes upregulated at 39°C that overlap the “immature neurons” predicted cell type. **B)** A bar chart showing normalized bulk RNA-seq read counts from genes upregulated at 39°C that overlap the “oligodendrocyte” predicted cell type. **C)** A bar chart showing normalized bulk RNA-seq read counts from genes downregulated at 39°C that overlap the “pluripotent stem cell” predicted cell type. D) A Pearson correlation heatmap comparing the transcriptomes of SN4741 cells at 37°C and 39°C to midbrain (MB) or forebrain (FB) embryonic mouse dopaminergic neurons.

## Data Availability

All data and analysis pipelines are available at https://github.com/rachelboyd. ATAC-sequencing, RNA-sequencing, single-cell RNA-sequencing, and promoter-capture Hi-C data is available at the Gene Expression Omnibus (GEO) under the series accession number GSE225084.

## Abbreviations

ActB: β-actin
Aldh1a1: Aldehyde Dehydrogenase 1 Family Member A1
ATAC-seq: Assay for Transposase-Accessible Chromatin using Sequencing
BAM: Binary Alignment and Map
Cacna1b: Calcium channel, voltage-dependent, N type, alpha 1B subunit
Ccna2: Cyclin A2
Cdc6: Cell division cycle 6
Cdh13: Cadherin 13
CEAS: Cis-Regulatory Element Annotation System
Celf5: CUGBP Elav-Like Family Member 5
Cenpf: Centromere protein F
Cntn2: Contactin 2
CO2: Carbon Dioxide
CRE: Cis Regulatory Element
DA: Dopaminergic
DMEM: Dulbecco’s Modified Eagle Medium
Dpysl5: Dihydropyrimidinase-like 5
E13.5/15.5: Embryonic Day 13.5/15.5
ENCODE: Encyclopedia of DNA Elements
FB: Forebrain
FBS: Fetal Bovine Serum
FDR: False Discovery Rate
Foxa2: Forkhead Box A2
Gins1: GINS complex subunit 1 (Psf1 homolog)
GO: Gene Ontology
GRCF: Genetics Core Research Facility
GWAS: Genome-Wide Association study
Hdac11: Histone deacetylase 11
Hmga2: High Mobility Group AT-Hook 2
Id2: Inhibitor Of DNA Binding 2
IGV: Integrative Genomics Viewer
Il33: Interleukin 33
Irx3: Iroquois Homeobox 3
LFC: Log Fold-Change
Lmx1b: LIM Homeobox Transcription Factor 1 Beta
MB: Midbrain
Mki67: Marker of Proliferation Ki-67
Nes: Nestin
Nova2: NOVA alternative splicing regulator 2
Nr4a2: Nuclear Receptor Subfamily 4 Group A, Member 2
Nrx1: Neurexin 1
Ntrk1: Neurotrophic receptor tyrosine kinase 1
OCR: Open Chromatin Region
Olig3: Oligodendrocyte transcription factor 3
PC(A): Principal Component (Analysis)
pcHi-C: Promoter-Capture Hi-C
PD: Parkinson Disease
Pitx3: Paired-like homeodomain 3
Ptgds: Prostaglandin D2 synthase
(q)PCR: (Quantitative) Polymerase Chain Reaction
QC: Quality Control
RNA: Ribonucleic Acid
RPKM: Reads per kilobase of exon per million reads mapped
RT: Reverse Transcriptase
Scn1b: Sodium Voltage-Gated Channel Beta Subunit 1
scRNA-seq: Single Cell RNA sequencing
Slc6a3: Solute Carrier Family 6 Member 3
SN: Substantia Nigra
SNCA/Snca: Alpha-synuclein
SV40Tag: Simian Virus 40 T antigen
TH/Th: Tyrosine Hydroxylase
Tmem179: Transmembrane protein 179
ts: Temperature-Sensitive
TSS: Transcriptional Start Site
Unc13a: Unc-13 homolog A
vst: Variance Stabilizing Transformation

How the deposited data were processed for this re-analysis (not part of the article)

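The series holds bulk RNA-seq of SN4741 cells, with 4 libraries at 37°C (10% serum) and 4 at 39°C (48 hours in 0.5% serum). All 8 libraries were used. RT-qPCR, scRNA-seq, ATAC-seq, the karyotypes and the ex vivo neurons were not analysed here.

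According to the paper's methods and the header of the deposited table, the authors made poly-A selected directional libraries and aligned read pairs to mm10 (GRCm38) with HISAT2, with lanes merged by samtools. They counted read pairs on the exons of GENCODE vM24 genes with featureCounts (version 1.6.1), as deposited, without normalization. By the options in that header, primary alignments with both ends mapped to the same chromosome were counted, the strand was not used, and reads that overlap more than 1 gene were left out. The values are whole numbers for 55385 genes. All 37 genes of the mitochondrial chromosome hold 0 counts in every library. The paper's text does not name a step that removes them. Each column was used as deposited, and no library was a copy of another. For pairs of libraries from the same temperature, the median squared difference in counts was 2.00 to 5.39 times that from sampling alone.

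Counts on genes were 73236573, 57769924, 137826794 and 86026485 in the libraries at 37°C, and 86612965, 167241485, 142495717 and 99803070 in those at 39°C. Between 24103 and 26877 genes had at least 1 read. PCR duplicates cannot be told from separate molecules in these counts, so a statement about a few counts covers counting error only.

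Genes with an average of at least 1 read per library were tested (24772 genes), the filter in the paper's methods. The test was edgeR's quasi-likelihood F test (version 4.0.16, R 4.3.3) with TMM normalization, the temperature as the only term, as in the paper's design, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value under 0.01 and a log2 FC past 1.5, the paper's thresholds. The standard error given for a log2 FC is its absolute value divided by the square root of the F statistic. Distances and principal components were computed from counts after the variance stabilizing transformation of DESeq2 (version 1.42.0), with the 500 most variable genes for the components. RPKM was the count divided by the total count on genes and by the exon length given in the deposited table.

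Gene lists were tested with limma's camera (version 3.58.1, inter-gene correlation 0.01) at an adjusted p-value of 0.05 over 14 lists, with fry beside it. The lists were p53 targets, heat-shock genes, growth-factor response genes, cholesterol synthesis genes, pan-neuronal genes, mesenchymal genes, dopaminergic neuron genes and pluripotency genes, written from general knowledge, the S and G2/M lists of Seurat (version 5.3.0), and the Reactome pathways of mitotic cell cycle, DNA replication, neuronal system and response to heat stress in fgsea (version 1.28.0). The genes of each chromosome with at least 50 tested genes were tested in the same way. Called genes were compared with Reactome pathways with 10 to 500 tested genes by Fisher's exact test, one-sided, with tested genes of any pathway as the background. The GO terms, PanglaoDB lists and STRING networks of the paper were not used here. GC content was computed with Biostrings (version 2.70.1) for 99.83% of tested genes.

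The genes named are those the paper's text names, those labelled in Fig. 4E to H as read by eye, the 5 called genes with the largest log2 FC in each direction among genes with a mean of at least 1 CPM and no overlap between temperatures, the sex chromosome genes, and from each list at most the 3 genes with the smallest p-value and the 3 with the highest CPM. A few genes that this rule includes are not reported here. The paper's values for Th, Nr4a2 and Foxa2 had been seen. Efnb3, Dusp15, Sec14l5 and Sp7 are among the labels of Fig. 4G.

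Alternatives set beforehand were DESeq2's Wald test with and without apeglm shrinkage (version 1.24.0), RLE size factors, total counts only, no filter on low counts, edgeR's filterByExpr, the replicate number as a block, each library left out in turn, edgeR's glmTreat, a fold threshold of 1, and other scales for the distances and correlations. DESeq2 with apeglm and an average of more than 1 read per library was added after the values had been seen. Deviations of same-numbered libraries from the mean of their temperature had correlations of −0.054 to 0.096, and neither the paper nor the labels pair the libraries, so the block is an alternative only.

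The method was tested on simulated counts with the library sizes of the data, in which 200 of 24772 genes were changed. It recovered 161 (80.5%) of the changed genes with 0 false calls, and DESeq2 recovered 152 with 0 false calls. The changed genes were given a single size of change, in equal numbers up and down, and the other genes none. In the data, 13659 genes passed the adjusted p-value. The simulation therefore says little about recovery, false calls or normalization under so wide a shift.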

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

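No test in this part was chosen only after its result was seen.

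In 14 of 268 groups of 4 libraries, 1 library lay far from the other 3, where chance alone gives about 13.4. The measure is the gap to the nearest library divided by the range of the 4 (Dixon's test), and the groups are the CPM of each gene reported here at each temperature, the library totals, the genes detected and the first principal component. At 37°C, the highest library was apart for Hmga2 (0.87, replicate 4), Enpp2 (0.886, replicate 3), Sp7 (0.906, replicate 1), Srebf2 (0.857, replicate 1) and Col1a2 (0.92, replicate 1), and the lowest for Ncam1 (0.832, replicate 2). At 39°C, the highest library was apart for Adgrb3 (0.892, replicate 1), Nasp (0.926, replicate 3), Cux2 (0.854, replicate 2), Hells (0.861, replicate 4) and Sparc (0.916, replicate 3). The lowest was apart for Ptgds (0.882, replicate 2), Irx3 (0.905, replicate 3) and Etv4 (0.835, replicate 3). 39°C replicate 3 held 4 of these and each other library between 1 and 3. With each of the 8 libraries left out in turn, none of these genes changed its call at the paper's thresholds. The number is close to what chance gives, and libraries from 1 temperature differ in nothing that the design names, so no biological explanation was tested.

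The 5 genes with the largest increase, among called genes with a mean of at least 1 CPM and no overlap between temperatures, are not discussed in the paper. Serpina3n (ENSMUSG00000021091.8, chromosome 12) rose from 0.345 ± 0.0543 CPM to 7.16 ± 0.540 CPM (log2 FC 4.34, 4.26 to 4.45 with 1 library left out). Otog (ENSMUSG00000009487.10, chromosome 7) rose from 0.705 ± 0.123 CPM to 11.9 ± 0.328 CPM (log2 FC 4.02, 3.96 to 4.15 with 1 library left out). Eef1a2 (ENSMUSG00000016349.10, chromosome 2) rose from 0.191 ± 0.0953 CPM to 2.64 ± 0.117 CPM (log2 FC 3.70, 3.50 to 4.12 with 1 library left out). Hs3st6 (ENSMUSG00000039628.9, chromosome 17) rose from 1.34 ± 0.236 CPM to 15.9 ± 0.711 CPM (log2 FC 3.51, 3.44 to 3.64 with 1 library left out). Sfrp2 (ENSMUSG00000027996.13, chromosome 3) rose from 0.343 ± 0.0962 CPM to 4.03 ± 0.526 CPM (log2 FC 3.44, 3.32 to 3.59 with 1 library left out). Technical explanations (depth, GC content with length, and composition) were tested on the calls as a whole. With every library thinned to the smallest total, 1861 genes were called, against 2177 with all reads. With the trends of each library with GC content and gene length removed, 2152 were called, against 2170 among the same genes. Without the 100 genes of highest count, 2162 were called, against 2176 among the same genes. These values argue against depth, composition and a GC or length trend as the whole cause of the calls. Reads shared between paralogs were not tested for these 5 genes. The change in temperature, the fall in serum and the time in culture remain as biological explanations that this design does not separate.

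The list of 23 p53 target genes, which the paper does not discuss, rose at 39°C. All 23 genes were higher at an adjusted p-value under 0.01 in edgeR, with a median log2 FC of 0.855 (limma's camera, adjusted p = 2.02e-19; fry, adjusted p = 8.72e-09). The median was 0.822 to 0.864 over 13 other settings. Cdkn1a (log2 FC 0.90), Mdm2 (1.01) and Perp (1.28) were among the higher genes, and 1 gene, Dcxr (1.73), passed the fold threshold. A candidate explanation is the release of p53 as the temperature-sensitive T antigen loses activity, for which a rise of this list was predicted. The rise is what it needs, in a test that could have shown no shift or a fall. The culture change at 39°C acts on the same libraries, and stress or serum withdrawal could raise the same genes. The tests of depth, GC content, length and composition were made on the called genes, of which this list holds 1, so they say little about it. The explanation remains a hypothesis.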

How the results depend on the processing

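The setting chosen only after the values were seen is DESeq2 with apeglm and an average of more than 1 read per library.

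The number of genes called higher at 39°C was 1010 and stayed between 687 and 1017 under DESeq2, apeglm, RLE size factors, total counts only, no filter and filterByExpr. With each library left out in turn, it was 928 to 990, of which 820 to 936 were among the genes called with all libraries. The number called lower was 1167, between 947 and 1200 under the same settings apart from filterByExpr, which gave 754 from 17760 tested genes. It was 1033 to 1138 with a library left out, 972 to 1084 of them shared. A test against the fold threshold itself (glmTreat) called 328 higher and 407 lower, and a fold threshold of 1 called 2051 and 1916, as a stricter and a looser threshold must. Genes past the adjusted p-value at any fold change numbered 12817 to 13742 over all settings. With more than 1 read per library required, DESeq2 with apeglm called 735 and 953.

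With the replicate number as a block, 945 genes were called higher and 1079 lower, of which 913 and 1052 were also called without the block. Nothing in the labels pairs the libraries, so the block is no better estimate.

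Of 135 named genes with a value, 130 stayed on the same side of the adjusted p-value under every setting. The others were Lmx1b, Aldh1a1, Xist, Egr1 and Ccnd1, all with a log2 FC inside the fold threshold or, for Lmx1b, with few counts. None changed direction while past the adjusted p-value. At both thresholds together, 9 named genes changed their call under some setting, each with a log2 FC close to 1.5 except Lmx1b. With 1 library left out, the call was lost for Th (1.48 without 37°C replicate 2), Tmem179 (1.496) and Efnb3 (1.484), both without 37°C replicate 1, for Nes (−1.452 without 37°C replicate 1) and for Ret (1.49 without 37°C replicate 2 and 1.495 without 39°C replicate 2). It was gained for Nefm (−1.521 without 39°C replicate 1) and Lmx1b (2.70 without 37°C replicate 3 and 2.04 without 39°C replicate 4, and also with no filter on low counts). Mad2l1 and Hspd1 passed the fold threshold under DESeq2, RLE size factors and filterByExpr, and Hspd1 also with apeglm. The fold estimates of Th, Lmx1b, Cntn2 and Sp7 rest on a mean of fewer than 0.3 CPM at both temperatures.

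With fry in place of camera, 14 of 14 lists passed an adjusted p-value of 0.05, against 7 with camera. Those that passed with fry alone were the heat-shock (median log2 FC −0.175), growth-factor response (0.149), cholesterol synthesis (−0.217), pan-neuronal (−0.377), dopaminergic neuron (0.225), pluripotency (0.18) and neuronal system lists (0.136). Under the other settings the lists stayed on the same side of camera's threshold, and the medians kept their sign except for the pluripotency list, at −0.139 with no filter on low counts. For chromosomes, 13 of 20 passed with fry and 0 with camera. Their medians were 0.005 for chromosome 10, 0.012 for chromosome 12, 0.054 for chromosome 16, 0.031 for chromosome 17, 0.088 for chromosome 18, −0.027 for chromosome 19, 0.044 for chromosome 2, −0.003 for chromosome 3, 0.037 for chromosome 5, 0.026 for chromosome 6, 0.032 for chromosome 7, 0.058 for chromosome 8, −0.077 for chromosome X. The tests ask different questions, since camera compares a list with the other genes and fry does not.

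Reactome pathways among genes called higher fell from 17 to 5 with DESeq2 and were 12 with filterByExpr, and the cause was not tested. Among genes called lower they numbered 32, 39 and 32. The share of variance on the first component was 99.11%, with 81.4% over all genes, 99.59% on log2(CPM + 1), and 98.98% to 99.31% with a library left out. The ratio of distances was 2.60 to 2.88 with a library left out, 4.27 with filterByExpr and 6.17 on log2(CPM + 1). The median correlation within temperatures moved to 0.973 on log2(RPKM + 0.001) and 0.9371 with Spearman's rho. Between temperatures it moved to 0.9833 on log2(RPKM + 1), 0.964 on log2(RPKM + 0.001), 0.9165 for genes with at least 1 read on average, 0.9263 with Spearman's rho and 0.9084 without the 100 highest genes. It was below the median within temperatures under each of these.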

Differences from the paper's values

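The setting named here that was chosen only after the values were seen is DESeq2 with apeglm and an average of more than 1 read per library.

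In the heatmap of RPKM correlations, the paper's coefficient between SN4741 libraries of the same temperature is about 0.94 in Fig. 5D, read by eye, and the median found here was 0.9992. Between temperatures, the paper's coefficient is about 0.93 in Fig. 5D, read by eye, and the median found here was 0.9191. Among the alternatives set before the data were examined, Spearman's rho gave values within the reading error for both (0.9371 and 0.9263). The log2 scales, the filter on low counts and leaving out the highest genes did not, for either value. The paper names Pearson's correlation.

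The paper's numbers of genes are 735 upregulated and 954 downregulated, and those found here were 1010 and 1167, within 1.5 times the paper's. Of the other settings tried, only glmTreat and the fold threshold of 1 fell outside that range. With DESeq2 and apeglm, 733 and 947 were called. With an average of more than 1 read per library required as well, a setting chosen after seeing the values, 735 and 953 were called. That setting drops 1 of the 26 genes labelled in Fig. 4E and 0 of those labelled in Fig. 4F to H.

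The paper's log2 FC are 1.552651 for Th, −1.042794 for Nr4a2 and −0.4142541 for Foxa2, and those found here were 1.68, −1.03 and −0.39. Each difference is smaller than the standard error found here. Both sets of values come from the same libraries, so that standard error does not measure agreement between the methods. With DESeq2 and apeglm they were 1.55, −1.04 and −0.41.

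The paper states that Slc6a3 was removed by its filter. Here Slc6a3 had a mean of exactly 1 read per library and passed the filter as the methods word it, with no detectable change (log2 FC 0.96). It fails a filter of more than 1 read per library, the setting chosen after seeing the values. The paper states that Foxa2 is not significantly different between conditions. Here its adjusted p-value was 2.03e-08 (edgeR's quasi-likelihood test) and its log2 FC lay inside the fold threshold, so it was not called at the paper's thresholds.

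The paper places all 26 genes of Fig. 4E among the downregulated genes, and 25 were called here. The remaining gene, Mad2l1, had a log2 FC of −1.47 and was called under DESeq2 without shrinkage, RLE size factors and filterByExpr. It was not called with apeglm, with either filter (−1.4997 with more than 1 read per library). The paper names 7 genes that Fig. 4H shares with the immature neuron markers. By the labels of Fig. 4F and Fig. 4H, 8 genes are shared, since Unc13a is in both.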

Other observations

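The test of the pluripotency list against the markers of Fig. 4E was chosen only after those markers had been seen to fall.

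The calls were set against every other division of the 8 libraries into 4 and 4. The genes called higher, those called lower and those past the adjusted p-value at any fold change were counted in each split. In each case 1 of 35 splits, the real one, gave a result as large, and no other split gave any call. Since 1 of 35 (0.0286) is the smallest share that the splits allow, chance is unlikely but not excluded. A split that mixes the temperatures also has a wider spread within its groups, so the lack of calls there adds little. For the number of gene lists that shift (camera), 11 of 35 splits gave at least as many as the 7 of the real split, and chance cannot be excluded by this count. The 16 splits that keep 3 libraries of a temperature together gave 6 to 8 lists, and the 18 splits with 2 and 2 gave 0. Camera compares a list with the other genes of the same split, so a weaker copy of the temperature difference can give as many lists. For chromosomes, 35 of 35 splits gave as many as the real one, since no split gave any.

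The genes of no chromosome shifted relative to the others with limma's camera (0 of 20 at an adjusted p-value of 0.05 and 0 at an unadjusted p under 0.05), while fry gave 13. The medians of log2 FC ranged from −0.077 to 0.088 by chromosome. A chromosome number that differs from cell to cell but is alike on average at both temperatures leaves no trace in this comparison.

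Xist was counted at 427 to 500 CPM in the 8 libraries. Of the Y-linked genes, Ddx3y, Uty and Eif2s3y had 0 counts in every library and Kdm5d had 2 in 1 library. Chromosome Y as a whole held 478 to 1802 counts per library, most of them on Gm47283 (7353 over the 8 libraries) and Mid1-ps1 (301). The paper reports female sex chromosomes in every cell it karyotyped. Together with the counts of Ddx3y, Uty, Eif2s3y and Kdm5d, at or near 0, this argues against chromosome Y as the source. The origin of the reads on Gm47283 and Mid1-ps1 was not tested directly. Tsix had 8 counts in all, and it overlaps Xist, so reads in the overlap were not counted.

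Heat-shock genes did not shift as a list relative to other genes with limma's camera. With fry the list passed the threshold, towards lower expression (adjusted p = 0.000169). Of 14 genes, 6 were higher and 8 lower at an adjusted p-value under 0.01 in edgeR, with a median log2 FC of −0.175 (limma's camera, adjusted p = 0.157). A rise had been predicted if the cells still responded to the temperature at harvest. Hspd1 (−1.47) and Hsph1 (−1.01) were lower and Cryab (0.96) was higher. The Reactome heat stress pathway was lower, with a median of −0.304, 48 of 72 genes lower and 13 higher (limma's camera, adjusted p = 4.85e-08). Neither list showed the predicted rise and the Reactome pathway fell, which argues against a rise of these genes as sets at harvest. Members moved both ways, so a response of single genes is not excluded. An early response that had ended by 48 hours was not tested.

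Lower serum was weighed with 2 lists. Growth-factor response genes, predicted to fall, had a median of 0.149, with 8 genes higher and 4 lower (limma's camera, adjusted p = 0.363). Etv4 (1.68) and Etv5 (1.70) rose, and Dusp5 (−1.58) and Myc (−0.99) fell. Cholesterol synthesis genes, predicted to rise, had a median of −0.217, with 8 higher and 13 lower (limma's camera, adjusted p = 0.363). Effects of serum and of temperature cannot be told apart for these genes, since every library at 39°C had both.

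The markers of Fig. 4E may have fallen because fewer cells were cycling rather than through a loss of pluripotency genes, a hypothesis formed after those markers were seen. Of 10 pluripotency genes, 4 passed the count filter, with a median log2 FC of 0.18 (limma's camera, adjusted p = 0.204) that changed sign with no filter on low counts. Klf4 (0.76) and Sox2 (0.43) were higher at an adjusted p-value under 0.01 in edgeR, and Nanog (−0.14) did not pass. With so few genes expressed, the test decides neither way. The Reactome mitotic cell cycle pathway fell, with a median of −0.56 and 312 of 399 genes lower.

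The mesenchymal list spans a wide range of expression, with a median of 116 CPM at 37°C and 65.5 CPM at 39°C, and 2 of 20 tested genes under 1 CPM at both. Of its members with the highest expression, Vim had 6401 ± 173 CPM at 37°C and 6018 ± 46.6 CPM at 39°C, Col1a1 6009 ± 382 and 3283 ± 206 CPM, and Sparc 4034 ± 88 and 3136 ± 74.9 CPM. As a list they were lower at 39°C, with a median log2 FC of −0.41 over the tested genes (limma's camera, adjusted p = 0.00275), and Col3a1 fell most among those named (−2.99). No explanation was tested.

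Several genes that the paper reports from single cells had these values in the bulk libraries. Nes had a log2 FC of −1.52, and −1.452 without 37°C replicate 1. Irx3 (2.00), Cdh13 (1.87), Hmga2 (1.17) and Id2 (0.85) were higher at 39°C. Among called genes with a mean of at least 1 CPM and no overlap between temperatures, the 5 with the largest decrease were Acta1 (−4.98), Ccne1 (−4.24), Bcat1 (−4.14), Pif1 and F2rl1 (−3.92).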
